# Gene expression profiles in mouse embryo fibroblasts lacking stathmin, a microtubule regulatory protein, reveal changes in the expression of genes contributing to cell motility

**DOI:** 10.1186/1471-2164-10-343

**Published:** 2009-07-30

**Authors:** Danielle N Ringhoff, Lynne Cassimeris

## Abstract

**Background:**

Stathmin (STMN1) protein functions to regulate assembly of the microtubule cytoskeleton by destabilizing microtubule polymers. Stathmin over-expression has been correlated with cancer stage progression, while stathmin depletion leads to death of some cancer cell lines in culture. In contrast, stathmin-null mice are viable with minor axonopathies and loss of innate fear response. Several stathmin binding partners, in addition to tubulin, have been shown to affect cell motility in culture. To expand our understanding of stathmin function in normal cells, we compared gene expression profiles, measured by microarray and qRT-PCR, of mouse embryo fibroblasts isolated from STMN1^+/+ ^and STMN1^-/- ^mice to determine the transcriptome level changes present in the genetic knock-out of stathmin.

**Results:**

Microarray analysis of STMN1 loss at a fold change threshold of ≥ 2.0 revealed expression changes for 437 genes, of which 269 were up-regulated and 168 were down-regulated. Microarray data and qRT-PCR analysis of mRNA expression demonstrated changes in the message levels for STMN4, encoding RB3, a protein related to stathmin, and in alterations to many tubulin isotype mRNAs. KEGG Pathway analysis of the microarray data indicated changes to cell motility-related genes, and qRT-PCR plates specific for focal adhesion and ECM proteins generally confirmed the microarray data. Several microtubule assembly regulators and motors were also differentially regulated in STMN1^-/- ^cells, but these changes should not compensate for loss of stathmin.

**Conclusion:**

Approximately 50% of genes up or down regulated (at a fold change of ≥ 2) in STMN1^-/- ^mouse embryo fibroblasts function broadly in cell adhesion and motility. These results support models indicating a role for stathmin in regulating cell locomotion, but also suggest that this functional activity may involve changes to the cohort of proteins expressed in the cell, rather than as a direct consequence of stathmin-dependent regulation of the microtubule cytoskeleton.

## Background

Stathmin (STMN1) is a ubiquitous microtubule (MT) destabilizing protein linked to cancer and cell health: Stathmin is highly over-expressed in leukemias and a number of other cancers, where its expression level often correlates with cancer stage progression and prognosis for survival [1-3]. Stathmin is the founding member of a family of MT destabilizers known as the stathmin family of proteins, which includes SCG10 (STMN2), SCLIP (STMN3), and RB3 (STMN4) [4-7], each expressed from separate genes. Each of the four stathmin family proteins shares a homologous tubulin binding site that functions as both a MT destabilizer and tubulin heterodimer sequestering protein. Stathmin is expressed in a wide range of tissues and is present as a soluble cytosolic protein [8], while SCG10 (Superior cervical ganglion-10 protein; [6,7,9], SCLIP (SCG10 like protein, [5]), and RB3 (with splice variants RB3'/RB3", stathmin-like protein B3; [4,7]) are neuron-specific homologues of stathmin localized to membranes in developing (SCG10 and SCLIP) and mature (RB3/RB3'/RB3") nerve cells.

Though it is well established that stathmin regulates MTs, many have suggested alternative functions for stathmin. Stathmin has been called a cell survival factor because its level of overexpression correlates with cancer stage progression, invasion, and metastasis for many cancer types (reviewed by [1]). For example, knockdown of stathmin protein by siRNA [10], shRNA [11-13], or ribozymes [14] leads to apoptosis of several cancer cell lines in culture.

Stathmin has also been linked to cell motility and metastasis. Overexpression of stathmin stimulates motility of both GN-11 neurons [15] and HT-1080 fibrosarcoma cells [16,17]. In fibrosarcoma cells, stathmin activity is regulated by p27^kip1 ^[16]. Ng and coauthors [18] have also proposed a role for stathmin in mouse embryonic fibroblast (MEF) cell migration, although their results indicate that stathmin inhibits, rather than promotes, cell migration. In this study, stathmin activity was regulated by the transcription factor STAT3 [18]. The ability of stathmin to positively or negatively regulate motility may be context-specific, where stathmin promotes motility in 3D matrices, but not in 2D [17].

Although stathmin has a significant function in regulating the MT cytoskeleton, surprisingly STMN1 knockout (STMN1^-/-^) mice develop normally except for some minor age-onset axonopathies associated with STMN1^-/- ^[19] and a lack of learned or innate fear response [20]. It is not known why stathmin is dispensable for normal development but required for survival of many cancer cell lines. For example, it is not known whether compensatory changes occur in mice lacking STMN1 to permit normal development.

Here we performed an unbiased screen for transcriptome level changes associated with genetic knockout of STMN1. Microarray studies of MEFs, genetically designated STMN1^+/+ ^or STMN1^-/-^, were used to compare global transcriptome level changes due to deletion of the STMN1 gene. Examination of genes encoding proteins either related to stathmin, or regulated by stathmin, revealed differential expression of the stathmin family proteins and tubulin isotypes. Additional classification of differential regulation was performed using Gene Ontology (GO) and KEGG pathway analyses, and demonstrated that expression of genes functioning in cell adhesion and extracellular matrix make up the majority of up and down regulated genes, supporting a role for STMN1 in cell motility.

## Methods

### Isolation of MEFs

C57BL/6 STMN1^+/- ^male and female mice (gift of G. Shumyatsky, Rutgers University) were mated. 13.5 days to 14.5 days post coitus, pregnant females were sacrificed by cervical dislocation, and fibroblasts were isolated as described by Tessarollo [21]. Fibroblast cells from individual embryos were plated and allowed to grow for 1–3 days prior to storage of aliquots in liquid nitrogen.

**Genotyping **of MEFs was performed as described by Liedtke [19]. Briefly, DNA was isolated from embryonic tissue using isoamyl alcohol/phenol extraction methods. Samples were amplified using PCR to identify embryos with intact STMN1 intron III or the neomycin cassette used to disrupt the STMN1 gene [22]. The PCR Jump Start^® ^REDTaq Kit (Sigma-Aldrich) was used for amplification; each sample contained 1.5 mM MgCl_2_, deoxynucleotide triphosphates (200 μM each), primers (0.5 μM each), and Taq polymerase (0.05 U/μL). For the wild-type amplification, 35 temperature cycles were performed (95°C, 35 seconds; 66°C, 45 seconds; 72°C, 45 seconds). The following primer set was used as a probe for wild-type alleles: forward sense primer 5'-3' (GAGAATCCATGATTGCCAGC), corresponding to a region of intron III deleted in the mutant allele; and a reverse anti-sense primer 5'-3' (AGAAACCAGTAGAGGGCATCA) also missing in the mutant, corresponding to a region of intron III of the STMN1 gene that yields an amplification product 317 bp long. A second set of reactions were performed using mutant-allele specific primers that anneal to the neomycin insert [22]; forward sense primer 5'-3' (CTTGGGTGGAGAGGCTATTC) and a reverse anti-sense primer 5'-3' (AGGTGAGATGACAGGAGATC), corresponding to a region of the inserted neomycin cassette of the mutant allele that yields an amplification product 280 bp long.

### Cell Culture

All cells were cultured at 37°C in a humidified atmosphere of 5% carbon dioxide. Cells were grown in DMEM (pH 7.4) supplemented with 4.5 g/L D-glucose, L-glutamine (GIBCO-Invitrogen), 44 mM sodium bicarbonate, 1× antibiotic/antimycotic (Sigma-Aldrich, St. Louis, MO), 1 mM sodium pyruvate (Sigma-Aldrich), and 10% fetal bovine serum (FBS) (Invitrogen). Cell cultures were passaged at ~80% confluency, about every 3–4 days. Cultures were discarded after passage 7.

### RNA Isolation

Total RNA was isolated from cultured MEF cell lines using TRIzol^® ^Reagent (Invitrogen, Carlsbad, CA) following manufacturer's instructions, followed by DNase treatment. RNA quality was assessed by A260/A280 ratio (Nanodrop) and further validated by the Agilent 2100 Bioanalyzer. The same mRNA was used in both microarray and qRT-PCR experiments.

### Microarray

STMN^+/+ ^and STMN1^-/- ^mRNA were fluorescently labeled with either Cy3 or Cy5 using the Agilent Low RNA Input Fluorescent Linear Amplification Kit (Agilent). Hybridized two-color samples were prepared using Agilent Whole Mouse Genome 4 × 44 k Oligo Microarray Kit format (G4122F) according to Agilent instructions and using Agilent reagents. Each array includes 43,379 biological features with a total of 45,018 probes of 60-mer controls and gene probes. Arrays were run as color-swap duplicates and scanned with an Agilent Microarray Scanner System, which generated the TIFF images of low and high intensity scans utilized by Agilent Feature Extraction Software (v9.5). Feature Extraction processing of fluorescent data corrected signals for background noise, foreground intensities, positive and negative spot controls, background subtraction, and signal normalization. Results were collected into tab delimited text files for each of the four experimental arrays for analysis with Agilent Technologies software GeneSpring GX (v10.0.1). Data were processed in GeneSpring GX (v10.0.1) by first filtering on flags for features either present or marginal in any 1 of 4 arrays, followed by error filtering to a coefficient of variance < 50%, then statistical analysis using the T-test against zero with a false discovery rate of < 0.05. The resultant list comprised 7090 genes, 3510 of which were up-regulated and 3580 down-regulated. Further analyses were done using fold change cut-offs.

### qRT-PCR

RNA was used to synthesize cDNA with SuperScript™ III First-Strand Synthesis System for quantitative RT-PCR (qRT-PCR; Invitrogen). RNA was isolated from at least two cell lines from each genotype for cDNA preparation and qRT-PCR. All stathmin family proteins and isotypes of mouse α- and β-tubulin were probed using primers listed in [Additional file 1]. Oligonucleotide probes were designed using Primer Express^® ^Software (Applied Biosystems, Foster City, CA) [see Additional file 1] and cDNA sequences from the mouse genome [23]. For each probe, we used at least three dilutions of cDNA, each dilution run in triplicate. Commercial 96-well plate arrays for the focal adhesion and extracellular matrix pathways were also assayed for each MEF genotype (SABiosciences, Frederick, MD). Two plates were run for each genotype. Message levels were quantified for each genotype using oligonucleotide probes designed to amplify cDNA fragments containing target gene exons. Results were normalized to the signal from GAPDH for designed probes, or to the signal from five internal standards (Gusb, Hprt1, Hsp90ab1, Gapdh, and Actb) for the SABiosciences arrays.

Amplification was achieved using Power SYBR^® ^Green PCR Master Mix (Applied Biosystems) and Applied Biosystems 7300 Real Time PCR System with SDS v1.4 Software. RT-PCR amplicon specificity was checked by electrophoresis of RT-PCR products on 2% agarose gels (data not shown). Following manufacturer instructions (Applied Biosystems), the threshold for determining C_T _values was set to Log scale 0.2 and internal normalization of genotype results to GAPDH was first calculated (i.e., C_T _Target mRNA-C_T _GAPDH mRNA = ΔC_T_). The C_T _values for GAPDH were stable and consistent across genotypes. One measure of the consistent GAPDH amplification is the small standard deviations for the GAPDH C_T _among replicates. The standard deviation for GAPDH was ≤ 0.1 – 0.4% of the mean C_T _value. ΔC_T _values were not calculated for target mRNA samples that exceeded 35 cycles prior to crossing the threshold. The relative abundance of target mRNA between genotypes was calculated as 2 raised to the negative of the difference in ΔC_T _values

All statistical analyses were done using EXCEL (Microsoft Corporation 2007). RT-PCR data are presented as fold changes relative to MEF STMN1^+/+ ^samples. Standard errors (SE) were computed using ΔC_T _values transformed to SE values of fold change using the formula:

Significance was determined by ANOVA of ΔC_T _values [24,25]. Amplification efficiency was determined to be 100% for GAPDH for each genotype per manufacturer's instructions (data not shown), and it was assumed that efficiency of all target genes was also 100% for our statistical analysis.

## Results

### Microarray Analysis of Gene Regulation in STMN1^-/- ^MEFs

Changes to stathmin protein levels regulate microtubule polymer in MEFs [18,26] and cancer cell metastatic potential and invasiveness [15-18]. 

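RNA from cultured STMN1-/- and STMN1+/+ mouse embryo fibroblasts (MEFs) was hybridised together on each of 4 Agilent 2-color arrays of 60-mer probes. The STMN1-/- RNA was labelled with Cy3 on replicates 1 and 2 and with Cy5 on replicates 3 and 4, so that a dye effect cancels in the mean over the 4 arrays. It does not fully cancel for a probe with 3 values or when 1 array is left out. Each array carried 43379 spots that were not controls, for 41174 different probes. The STMN1-/- channel was well above background for 24808 to 25916 probes per array and the STMN1+/+ channel for 25122 to 26029 probes. Median processed signals were 1644 to 1799 for STMN1-/- RNA and 1648 to 1799 for STMN1+/+ RNA, and saturated probes numbered 0 on every array. The authors made these intensities with Agilent Feature Extraction, which subtracted the background, normalized the dyes by LOWESS within each array and gave dim spots a surrogate value. From these signals the log2 ratio of STMN1-/- over STMN1+/+ was taken with no further normalization, and outlier spots, 472 to 711 per array, were left out. Probes well above background in either channel on at least 1 of the 4 arrays were kept, and 27724 probes, some of them without a gene symbol, were tested against 0 with limma (two-sided, Benjamini-Hochberg adjusted, threshold 0.05). They include probes for 15770 named genes. A gene is represented by its probe with the highest mean signal, and each error is limma's standard error (SE) over 4 arrays unless fewer are stated. Across probes, which are not independent replicates, log2 ratios correlated at r = 0.689 and r = 0.703 between arrays of the same dye orientation and at r = 0.445 to r = 0.489 between arrays of opposite orientation. Neither the sample labels nor the paper's text says which cell line or RNA extract each array held, so the p-values measure the spread between arrays, which may be technical. A probe that was not well above background on any array of a genotype has only an approximate fold, marked "at least". It is the mean log2 signal of the brighter genotype over that of the dimmer. Each array of the dimmer genotype counts with its own signal or, if higher, the lowest signal well above background (25.2 to 31.9). This floor is shared by all probes of an array, so the value is not a strict lower limit. Where the dimmer signal lay above the floor, as for Ccl11, Cdh1 and Iigp1, it is the plain ratio of signals. Such values stand for 928 tested probes in STMN1-/- MEFs and 524 in STMN1+/+ MEFs.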

To probe whether STMN1 gene knockout resulted in a change to the MEF gene expression profile, we identified the transcriptome differences between STMN1^+/+ ^and STMN1^-/- ^MEFs using Agilent 2-color microarrays run in quadruplicate with Cy3/Cy5 dye color-swap. The initial 7090 statistically significant probes were further parsed for differential gene expression fold change of ≥ 1.2 to encompass as many potentially relevant gene-level alterations as possible. The inclusive list of genes totaled 5991 probes, of which 3011 were up-regulated and 2980 were down-regulated in STMN1^-/- ^compared to the STMN1^+/+ ^controls. 

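Among probes of named genes, Cyp4b1, a cytochrome P450 that oxidizes fatty acids, was up-regulated 10.5 fold in STMN1-/- MEFs (log2 ratio 3.40, SE 0.30), although its STMN1+/+ signal was well above background on 1 array. By the approximate values defined above, the chemokine gene Ccl11 was at least 7.41 fold higher and the olfactory receptor gene Olfr78 at least 7.49 fold higher. For Ccl11 this is the plain ratio of mean signals (525 in STMN1-/- and 70.8 in STMN1+/+ MEFs), not a strict lower limit. Cpxm2, a carboxypeptidase-like protein, was 5.85 fold higher (log2 ratio 2.55, SE 0.11), and Heyl, a transcriptional repressor downstream of Notch, 5.70 fold higher (log2 ratio 2.51, SE 0.06). In the other direction, the phosphatase gene Ptpn22 was 10.7 fold lower (log2 ratio -3.42, SE 0.28) and Hp, encoding haptoglobin, 8.01 fold lower (log2 ratio -3.00, SE 0.14). In STMN1-/- MEFs, the signals of Ptpn22 and Hp were well above background on 1 array each. Each of these genes kept its direction on 4 of 4 arrays, which was a condition for naming it here and so is no separate support. In all, 3094 probes were up-regulated and 3082 down-regulated at an adjusted p under 0.05 from limma, of which 2876 and 2861 also had a fold change of at least 1.2. Of the 6176 probes, 5406 stand in the authors' deposited list made before the fold threshold, and 770 do not. Leaving out any 1 of the 4 arrays left 1450 to 1647 probes higher and 1338 to 1529 lower, each with a fold change of at least 1.2. At this fold threshold, normexp background correction with loess gave 904 and 953 probes, the methods' t-test after Benjamini-Hochberg adjustment 1644 and 1538, no filter on dim probes 1967 and 1871, and the dye effect as a second coefficient of the fit 3776 and 3678. Of the genes above, Heyl alone still passed the test after normexp and loess (log2 ratio 1.03, adjusted p = 0.0450), while the log2 ratio was 0.83 for Cyp4b1, 0.60 for Ccl11, 0.39 for Olfr78, 0.83 for Cpxm2, -0.95 for Ptpn22 and -0.83 for Hp, with adjusted p of 0.0517 to 0.0769.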

Of the 5991 probes, 3953 have known functions. Of these, 1997 were up-regulated and 1956 were down-regulated as shown in the heatmap of Figure 1A. More stringent analysis was performed on the list of 3953 genes at a fold change threshold of ≥ 2.0. 

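With a fold change of at least 2, 268 genes were up-regulated and 252 down-regulated in STMN1-/- MEFs among the 15770 genes tested, and 376 and 354 among all 27724 probes. The transcription factor gene Dmrt2 rose 5.54 fold (log2 ratio 2.47, SE 0.06), and the Fc receptor-like gene Fcrls was at least 5.61 fold higher by probe A_51_P172168, against 1.50 fold by its brighter probe A_52_P231075. S100a7a, a calcium-binding protein of the epidermis, was at least 12.5 fold lower. Myct1 was at least 9.61 fold lower, with its STMN1+/+ signal well above background on 3 arrays. The leptin receptor gene Lepr was at least 7.16 fold lower by its probe A_52_P247900 and 6.22 fold lower by probe A_51_P396045, whose STMN1-/- signal was well above background on 1 array. Ager, the receptor for advanced glycation end products, was at least 6.13 fold lower, and the transcript 1700012B09Rik was 7.97 fold lower by probe A_51_P193686 (log2 ratio -3.00, SE 0.08) and 6.07 fold lower by probe A_51_P193682. All of these passed the test, with adjusted p-values from limma of 0.000603 to 0.00575. After normexp background correction and loess in place of the processed signals, 68 probes were at least 2 fold higher and 51 at least 2 fold lower. Dmrt2 and 1700012B09Rik (probe A_51_P193682) then passed the test, with log2 ratios of 1.74 and -1.38, while Fcrls (probe A_52_P231075), S100a7a, Myct1, Lepr (probe A_51_P396045) and Ager did not, with log2 ratios of 0.16, -0.99, -0.47, -0.40 and -0.30 and adjusted p of 0.0585 to 0.111.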

At this level, comparison of STMN1^+/+ ^and STMN1^-/- ^cell lines resulted in expression changes for 437 genes [see Additional file 2], of which 269 were up-regulated and 168 were down-regulated (Figure 1B).

**Figure 1:**
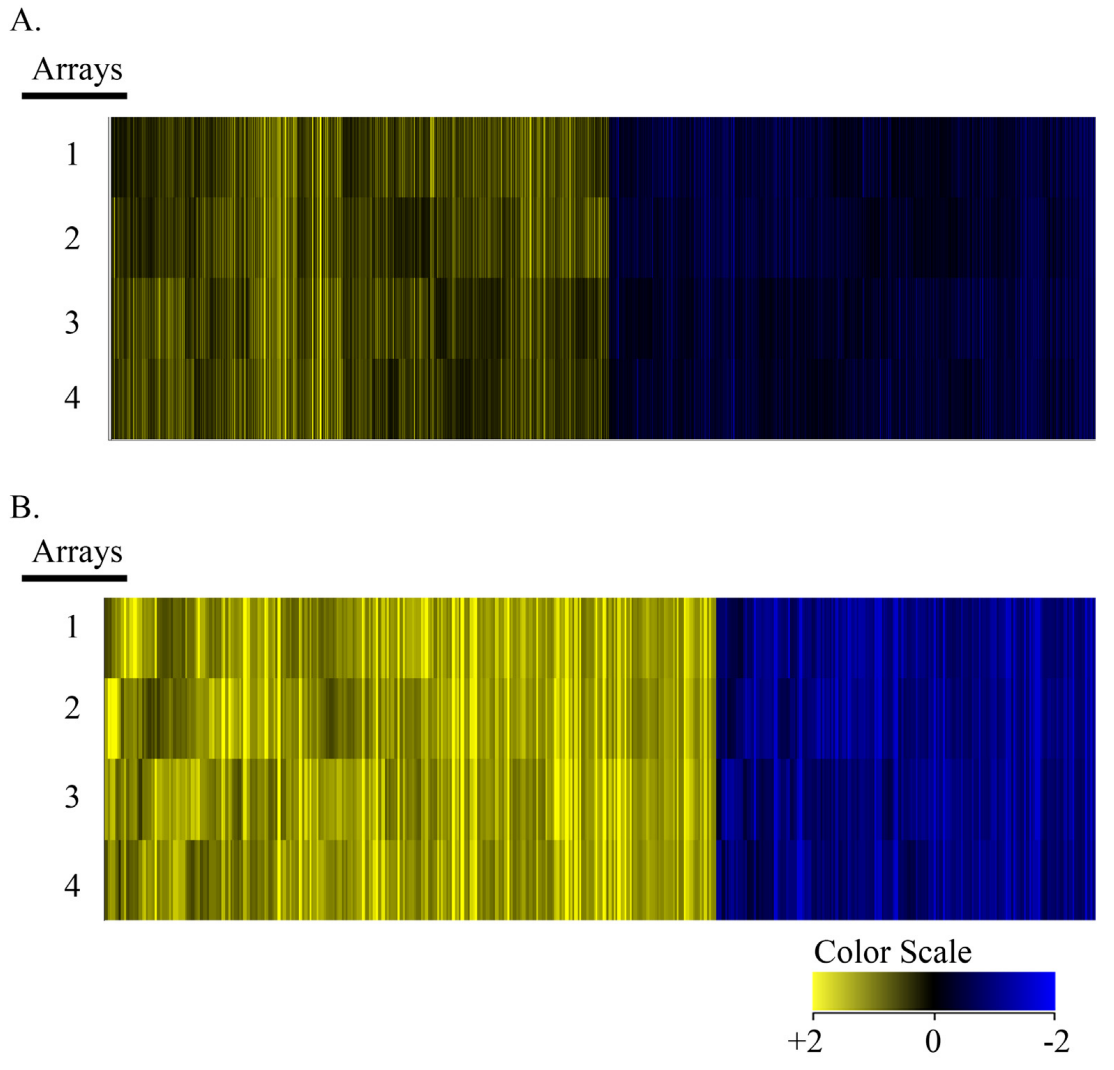
**STMN1^-/- ^differentially expressed genes on 2-color microarrays illustrated in heatmaps**. (A) Heatmap showing 3953 transcripts filtered with a fold change threshold ≥ 1.2, showing 1997 up-regulated and 1956 down-regulated genes relative to stmn1^+/+^. (B) 437 transcripts filtered to a fold change level ≥ 2, showing 269 up-regulated and 168 down-regulated genes. Numbers 1 – 4 refer to replicates. Color scale bar indicates up-regulation in yellow and down-regulation in blue.

### Expression of stathmin family and tubulin isotypes measured by microarray

Stathmin is the founding member of a family of proteins, all of which contain a homologous tubulin binding site [27,28]. The microarray did not show complete loss of STMN1 in the STMN^-/- ^MEFs because the probe design for STMN1 is flawed. 

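The deleted gene itself was measured by a pair of probes, both lower in STMN1-/- MEFs on 4 of 4 arrays. Probe A_51_P495641 lies on chromosome 4 from 133852044 to 133852103 of mouse build mm7, the build of all coordinates in the array files, and has the sequence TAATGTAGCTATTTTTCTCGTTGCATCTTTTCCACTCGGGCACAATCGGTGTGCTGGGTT. Its fold change was 1.31 lower (log2 ratio -0.39, SE 0.07, adjusted p = 0.0182), with mean signals of 170423 and 224029 in STMN1-/- and STMN1+/+ MEFs. Leaving out replicate 1, 2 or 3 ended its call, with adjusted p up to 0.0781. Probe A_52_P319161 lies on the same chromosome from 133849207 to 133849266 and has the sequence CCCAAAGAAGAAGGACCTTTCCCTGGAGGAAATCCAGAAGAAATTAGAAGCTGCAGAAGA, which translates without a stop to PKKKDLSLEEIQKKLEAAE, part of the stathmin protein. By this probe Stmn1 was 4.46 fold lower (log2 ratio -2.16, SE 0.06, adjusted p = 0.000603; 4.08 to 4.72 fold on single arrays), with mean signals of 5976 and 26636. Within each array the log2 ratio of the latter probe was lower by 1.72 to 1.79, with a mean of 1.76. Stt3b, the gene also known as SIMP, was measured by a pair of probes on chromosome 9 that did not pass the test. Probe A_51_P149621, from 114910946 to 114911005, had a log2 ratio of -0.18 (SE 0.06, adjusted p = 0.0878), and probe A_52_P67200, from 114907617 to 114907676, a log2 ratio of -0.15 (SE 0.08, adjusted p = 0.226). A match of either Stmn1 probe to chromosome 9 was not analysed here, and the paper places the deleted part of the allele in intron III without saying whether a probe lies in it.

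**Figure D1:**
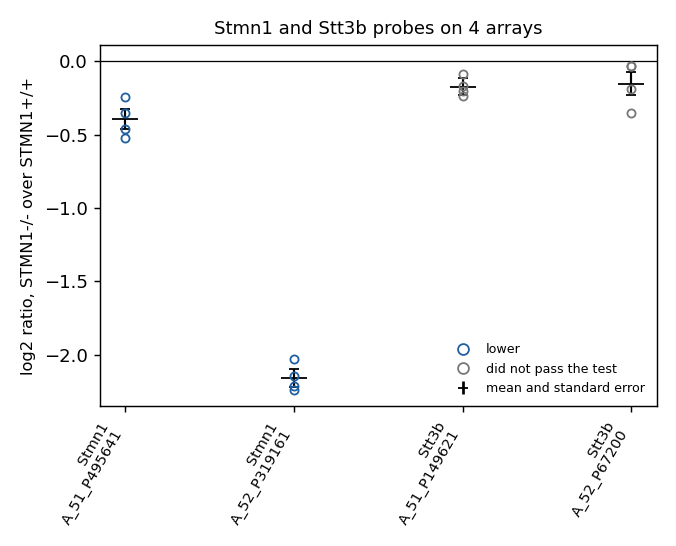
Log2 ratio of STMN1-/- over STMN1+/+ MEFs for the Stmn1 and Stt3b probes (y axis), by probe (x axis). Open circles are the 4 arrays, and bars the mean with its SE; on every array probe A_52_P319161 lies below probe A_51_P495641 of the same gene.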

The Agilent 60-mer was found to match both STMN1 on chromosome 4 and a region of chromosome 9, a source of immunodominant MHC-associated peptides (SIMP) [29,30]. However, by both qRT-PCR and western blotting, STMN1 mRNA and protein are absent in STMN^-/- ^MEFs [26]. We next looked for changes to stathmin family mRNAs as a consequence of STMN1 knockout and found that STMN2 decreased by 2.4 fold and STMN4 increased by 2.3 fold (Table 1). 

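Stmn2, which encodes the neuronal stathmin relative SCG10, was 2.43 fold lower in STMN1-/- MEFs by probe A_51_P164998 (log2 ratio -1.28, SE 0.07, adjusted p = 0.000909), and 2.27 to 2.73 fold lower on single arrays. Its mean signals were 303 in STMN1-/- and 737 in STMN1+/+ MEFs. Stmn4, which encodes RB3, rose by probe A_51_P194249 (log2 ratio 1.17, SE 0.08, adjusted p = 0.00145), and 2.04 to 2.61 fold higher on single arrays. With Stmn1 and Stmn3, the family has 4 members, of which 1 rose, 2 fell and 1 did not pass the test, also when adjusted over the list alone. The family as a whole was not shifted against other genes (camera, adjusted p = 0.321). Without 1 array, 1 to 2 members fell, and after normexp background correction and loess Stmn2 had a log2 ratio of -0.44 and did not pass the test.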

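For Stmn3, which encodes the stathmin relative SCLIP, the log2 ratio was -0.28 (SE 0.11, adjusted p = 0.146) by probe A_51_P140690. The signal of Stmn3 was well above background for both genotypes on all 4 arrays, with means of 205 in STMN1-/- and 249 in STMN1+/+ MEFs, and lower in STMN1-/- MEFs by 1.04 to 1.57 fold on single arrays.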

STMN3 was not found to be differentially regulated on the microarray. Tubulins are expressed from 8 α-tubulin genes and 8 β-tubulin genes. The cohort of tubulin isotypes present can assemble into MTs with different dynamic properties in vitro [31]. Therefore, we examined whether STMN1 genotype influences the tubulin isotype expression profile of each cell line. 

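Of 8 genes in a list of α-tubulins, 6 were measured, and limma called 0 of them, over all probes or adjusted over the list alone, while 2 had an unadjusted p under 0.05. Tuba1a had a log2 ratio of 0.14 on the 3 arrays with a value (SE 0.07, adjusted p = 0.252) and Tuba4a of -0.10 (SE 0.05, adjusted p = 0.265). For Tuba1b it was -0.09 (SE 0.13, adjusted p = 0.658) and for Tuba3a 0.01 (SE 0.11, adjusted p = 0.953). The list was not shifted against other genes (camera, adjusted p = 0.449). With the dye effect as a second coefficient of the fit, 2 α-tubulins, Tuba1c and Tuba8, were called lower.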

No significant changes in expression of α-tubulin isotypes were detected. In contrast, small, but significant (FDR < 0.05) changes in the expression levels of β-tubulin isotypes were observed in the microarray (Table 1), with β-tubulin isotype Classes IIa/b increased 1.4/1.5 fold, Class-III increased 1.2 fold, Class IVb decreased 1.4 fold, and Class-V decreased 1.3 fold.

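Of 7 β-tubulin genes measured, 2 rose in STMN1-/- MEFs, 2 fell and 3 did not pass the test, with the same counts adjusted over the list alone. Tubb2b, class IIb, rose 1.54 fold (log2 ratio 0.62, SE 0.07, adjusted p = 0.00476). Tubb3, the class III isotype of neurons, rose 1.23 fold (log2 ratio 0.30, SE 0.06, adjusted p = 0.0194). Tubb4b, class IVb, fell by 0.43 on the log2 scale (SE 0.07, adjusted p = 0.0153), a fold change of 1.35. Tubb6, class V, was 1.32 fold lower on the 3 arrays with a value (log2 ratio -0.40, SE 0.08, adjusted p = 0.0392), and its dimmer probe A_52_P150903 had a log2 ratio of 0.16 (SE 0.10, adjusted p = 0.326). Tubb2a, class IIa, had a log2 ratio of 0.02 (SE 0.06, adjusted p = 0.825) by its brightest probe A_52_P621603, 0.48 (SE 0.06, adjusted p = 0.00706) by probe A_51_P490023 and 0.21 (SE 0.19, adjusted p = 0.495) by probe A_51_P103659. The β-tubulin list was not shifted against other genes (camera, adjusted p = 0.884). Without 1 array, 1 β-tubulin rose and 0 to 1 fell by limma, with adjusted p of 0.0605 to 0.0840 for Tubb3, 0.0286 to 0.0682 for Tubb4b and 0.0626 to 0.133 for Tubb6. With normexp background correction and loess, 2 rose and 1 fell, with an adjusted p of 0.0904 for Tubb6.

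**Figure D2:**
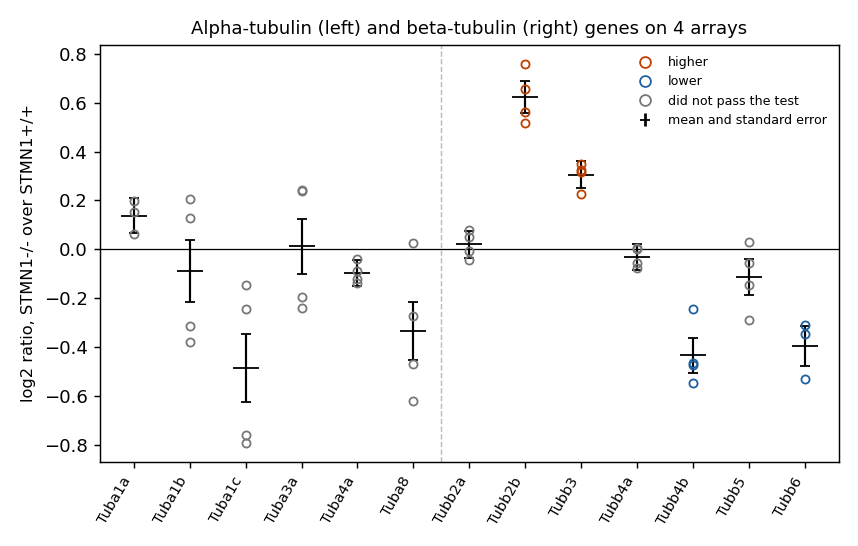
Log2 ratio of STMN1-/- over STMN1+/+ MEFs (y axis) for the α-tubulin genes on the left and the β-tubulin genes on the right (x axis), 1 probe per gene. Open circles are single arrays and bars the mean with its SE; Tubb2b and Tubb3 lie above 0 and Tubb4b and Tubb6 below 0 on every array with a value.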

**Table 1:** Microarray and qRT-PCR comparison

	**Microarray Results**	**qRT-PCR Results**	
**MEF STMN1^-/-^**			

STMN2	-2.44	1.27	
STMN3	N/A	N/A	
STMN4	2.26	8.06	*
Tubb2a/Class IIa	1.40	1.80	*
Tubb2b/Class IIb	1.54	2.64	*
Tubb2c/Class IVb	-1.35	-0.57	*
Tubb3/Class III	1.22	1.78	*
Tubb6/Class V	-1.31	-0.57	*

Magnitude and direction of gene expression changes found using microarray analysis compared to qRT-PCR with designed primers. Only those tubulin isotypes whose expression was significantly changed, as measured by microarray with FDR < 0.05, are shown compared to qRT-PCR (*, p-value < 0.005). Data are given as fold change in STMN^-/- ^MEFs relative to STMN^+/+ ^MEF.

### Confirmation of stathmin family and tubulin isotype expression by qRT-PCR

Changes to stathmin family mRNA and tubulin isotype levels were verified by qRT-PCR using designed primers [see Additional file 1]. For STMN1^-/- ^cells relative to STMN^+/+ ^cells, upregulation of STMN4 (RB3) was seen by both microarray and qRT-PCR. In contrast, STMN2 (SCG10) showed down regulation by microarray, but upregulation by qRT-PCR (Table 1). The reason for the difference in expression pattern by the two methods is not known but suggests that changes in STMN2 expression are either not significant or not consistently altered compared to the level in WT cells. We also used qRT-PCR to examine the message levels for stathmin and related proteins in MEFs heterozygous for stathmin (STMN^+/-^). The STMN1^+/- ^cells showed a 1.8 fold increase in STMN2, similar to the increased expression in STMN^-/- ^MEFs measured by qRT-PCR. For STMN4, mRNA was increased 3 fold in STMN^+/- ^MEFs compared to that in wild-type cells, consistent with the up regulation observed in STMN^-/- ^cells. The STMN3 mRNA was not present at quantifiable levels in RT-PCR for any of the three genotypes, consistent with the microarray for wild-type and knockout genotypes. Similar changes in stathmin family expression were also observed in an additional cell line for each genotype. Protein products other than stathmin were undetectable with available antibodies, suggesting that protein products of STMN2 and STMN4 are present at low levels.

qRT-PCR was also used to confirm expression of tubulin isotypes for each mouse tubulin isotype. MEFs expressed five α- and seven β-tubulin isotypes at quantifiable levels by qRT-PCR (Figure 2). For the α-tubulin isotypes, STMN^-/- ^MEFs expressed slightly higher levels of Tuba1c and Tuba8 mRNAs compared to wild-type MEFs (Figure 2A) [see Additional file 3 for isotype nomenclature]. By microarray, the probes for Tuba1c and Tuba8 did not pass the stringency filters applied to the raw data set and were not flagged as significantly changed in expression. Examination of the unfiltered microarray data showed opposite regulation to that measured by RT-PCR for Tuba1c and Tuba8. 

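Tuba1c had a log2 ratio of -0.48 (SE 0.14, adjusted p = 0.0658), lower in STMN1-/- MEFs on 4 of 4 arrays by 1.11 to 1.73 fold, with mean signals of 359871 and 503537. Tuba8, an isotype of low signal here (530 in STMN1-/- and 669 in STMN1+/+ MEFs), had a log2 ratio of -0.33 (SE 0.12, adjusted p = 0.107) and was lower on 3 of 4 arrays.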

The discrepancies between RT-PCR and microarray may reflect difficulty detecting small changes in expression level. As shown in Table 1, microarray and RT-PCR detected similar changes in expression of five β tubulins isotypes. STMN^-/- ^MEFs showed higher expression of isotype classes IIa, IIb and III, while isotype classes IVb and V were reduced in STMN1^-/- ^MEFs relative to wild-type cells (Figure 2B, Table 1). By RT-PCR, we also detected upregulation of β-tubulin class I and down regulation of class IVa in STMN^-/- ^MEFs compared to wild-type cells (Figure 2B). The microarray data for class I and IVa β-tubulins did not pass the applied data filters. 

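Tubb5, the class I isotype and the major β-tubulin of most cells, had a log2 ratio of -0.11 (SE 0.07, adjusted p = 0.321) by probe A_52_P163795, lower in STMN1-/- MEFs on 3 of 4 arrays, and of -0.07 (SE 0.10, adjusted p = 0.674) by probe A_52_P163796. Tubb4a, class IVa, had a log2 ratio of -0.03 (SE 0.05, adjusted p = 0.716) and was lower on 2 of 4 arrays. Neither difference was larger than the spread between arrays.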

Although they did not pass the data filters, class IVa tubulin showed reduced expression by both RT-PCR and microarray, but changes to class I tubulin were in opposite directions by microarray and RT-PCR. Therefore, with a few exceptions, the data from RT-PCR for tubulin isotypes generally confirmed the microarray results. Microarray results for STMN 3 and STMN4 were also confirmed by qRT-PCR, and in general, both STMN family and tubulin isotype expression confirmed the microarray results (Table 1). Correlation between microarray and qRT-PCR can depend on a large number of factors [32]. Qualitatively, the correlations we found between microarray and qRT-PCR are consistent with those described by others [32].

**Figure 2:**
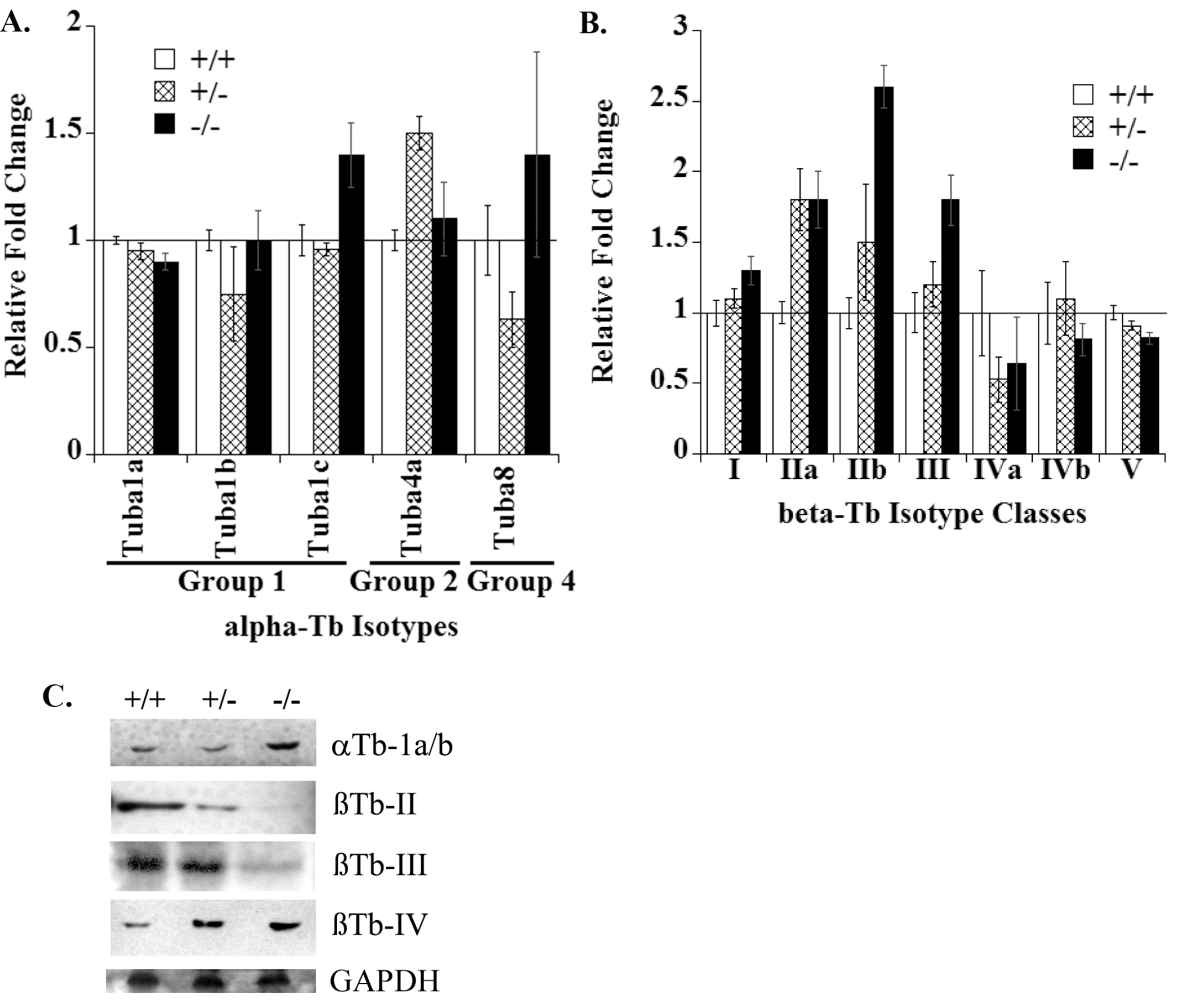
**Tubulin isotypes are differentially regulated with STMN1 knock-out**. Tubulin isotypes for α- and β-tubulin mRNAs were measured by qRT-PCR (Methods). (A) α-tubulins and (B) β-tubulins. (C) Protein levels were measure by immunoblots of whole cell lysates from each genotype, loading control is GAPDH.

In addition, we also examined tubulin isotype expression in the heterozygous STMN1^+/- ^cell line and observed changes in β-tubulin mRNA levels similar to that measured in knockout MEFs. We also found that the STMN1^+/- ^cell lines expressed lower mRNA levels of most α-isotypes, but showed higher expression of Tuba4a mRNA compared to wild-type cells.

Tubulin mRNA levels do not always correlate with measured protein levels [33,34]. Therefore, we used Western blots to estimate relative protein levels for those isotypes where specific antibodies are available [see Additional file 3]. The anti-α tubulin antibody DM1A recognizes the C-terminal amino acid sequence found in Tuba1a and Tuba1b. Immunoblots probed with DM1A indicated that the combined protein level of Tuba1a and Tuba1b was reduced in heterozygous cells, which is consistent with the decreased mRNA level for each isotype relative to wild-type cells. The combined protein level of Tuba1a and b was higher in STMN1^-/- ^cells compared to wild-type cells, while the corresponding mRNA levels were slightly reduced in the STMN1^-/- ^cells (Figure 2C). The protein levels for β-tubulin isotype classes II and III decreased with loss of STMN1, while class IV β-tubulin increased in the STMN1^-/- ^line. For each MEF cell line, the protein levels of β-tubulin isotypes were inversely related to their corresponding mRNA level. For example, in STMN1^-/- ^cells, both β-tubulin classes II and III showed increased mRNA levels and decreased protein levels relative to wild-type cells. For class IV β-tubulins, mRNAs decreased while protein level increased in STMN1^-/- ^cells relative to wild-type cells.

### STMN1 genotype and expression of MT regulators and motors

The microarray data were then examined for expression of MT regulators and motor proteins, the kinesin family and dyneins, which transport cargo along MTs. 

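Of 30 genes measured in a list of MT stabilizers and assembly promoters, 2 rose in STMN1-/- MEFs, 5 fell and 23 did not pass the test, or 2 and 6 adjusted over the list alone. Map1a, a neuronal MT-associated protein, rose 1.46 fold (log2 ratio 0.55, SE 0.07, adjusted p = 0.00702). Map2, which binds MTs in dendrites, was 1.62 fold lower (log2 ratio -0.70, SE 0.08, adjusted p = 0.00635). Dst, a linker between cytoskeletal filaments, fell by 0.36 on the log2 scale (SE 0.07, adjusted p = 0.0216), and all of its 4 other probes were lower too, 3 of them past the test. The MT list was not shifted against other genes (camera, adjusted p = 0.172). Of 14 MT nucleation genes, the γ-tubulin gene Tubg2 rose (log2 ratio 0.34, SE 0.08, adjusted p = 0.0410), Tubgcp3 fell (log2 ratio -0.24, SE 0.05, adjusted p = 0.0344) and 12 did not pass the test, with 0 called when limma's p-values were adjusted over the list alone and 3 at an unadjusted p under 0.05 (camera, adjusted p = 0.548). Among 36 of the 37 MT regulators and motors of Table 2, a list the study chose on these samples and so not independent evidence, 10 rose, 15 fell and 11 did not pass the test, or 12 and 20 adjusted over the list alone (camera, adjusted p = 0.230). The remaining gene, Diaph2, which Table 2 gives under another symbol and the list therefore missed, had a log2 ratio of -0.12 on the 3 arrays with a value (SE 0.12, adjusted p = 0.524). Markers of neural and glial cells changed too, among them Map2, which fell, and Tubb3, which rose. Of 22, 16 fell, 2 rose and 4 did not pass the test (camera, adjusted p = 2.18e-05, and adjusted p = 0.194 with an estimated correlation). Leaving out 1 array left 1 stabilizer higher and 1 to 2 lower, 0 nucleation genes called, 6 genes of Table 2 higher and 7 to 8 lower, and 1 neural marker higher; without any 1 of the arrays Dst, Tubg2 and Tubgcp3 did not pass the test, with adjusted p of 0.0585 to 0.127. With the dye effect as a second coefficient of the fit, 6 stabilizers rose and 13 fell, 1 nucleation gene rose and 4 fell, and 12 genes of Table 2 rose and 21 fell. After normexp background correction and loess, 0 stabilizers rose by limma and 4 fell, 1 nucleation gene fell, 4 genes of Table 2 rose and 4 fell, and 1 neural marker rose and 5 fell; Map1a and Map2 then had log2 ratios of 0.32 and -0.26 (adjusted p = 0.0619 and adjusted p = 0.0749).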

As shown in Table 2, we found that STMN1 knockout resulted in small fold-change differences to a number of MT stabilizing and destabilizing proteins, without a clear pattern of up-regulation of expression for proteins that might compensate for stathmin or for down-regulation of proteins that normally work in opposition to stathmin. Most notably, we did not see a change in the expression of MAP4, a protein previously shown to function antagonistically to stathmin [35-37]. 

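Map4, a MT-stabilizing protein of non-neuronal cells, had a log2 ratio of 0.25 (SE 0.08, adjusted p = 0.106) by its brightest probe A_52_P244572, measured on 3 arrays. Probe A_51_P465445 of the same gene was 1.24 fold higher in STMN1-/- MEFs on 4 of 4 arrays (log2 ratio 0.31, SE 0.06, adjusted p = 0.0236), and probe A_52_P528772 had a log2 ratio of 0.17 (SE 0.07, adjusted p = 0.139).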

In general, expression of genes for other proteins that destabilize MTs, including MT severing proteins, were down-regulated in STMN^-/- ^MEFs relative to STMN1^+/+ ^cells, making it unlikely that these MT destabilizers substitute for STMN1. 

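Of 17 genes measured in a list of MT destabilizers and severing proteins, 5 fell in STMN1-/- MEFs, 1 rose and 11 did not pass the test, or 7 and 1 adjusted over the list alone. Fign, which encodes the MT-severing protein fidgetin, was 1.91 fold lower (log2 ratio -0.93, SE 0.10, adjusted p = 0.00448). Its relative Fignl1 was 1.49 fold lower (log2 ratio -0.57, SE 0.05, adjusted p = 0.00356) and the katanin-like gene Katnal2 1.37 fold lower (log2 ratio -0.45, SE 0.05, adjusted p = 0.00688). Kif18a, a kinesin that shortens MTs of the mitotic spindle, fell by 0.68 on the log2 scale (SE 0.11, adjusted p = 0.0156), and without replicate 2 its adjusted p was 0.0673. Stmn2 and Stmn4 are the other called members. Kif2a, a depolymerizing kinesin, had a log2 ratio of -0.28 (SE 0.07, adjusted p = 0.0501) by its brightest probe and of -0.40 (SE 0.07, adjusted p = 0.0194) by probe A_52_P582519. The mean log2 ratio of the list was -0.23, and it was shifted downward against other genes (camera, adjusted p = 0.0407, and adjusted p = 0.226 with an estimated correlation), a call kept in 9 of 18 other settings. After normexp background correction and loess, 1 member, Fignl1, fell and 1, Stmn4, rose, while Fign and Katnal2 had log2 ratios of -0.36 and -0.25 (adjusted p = 0.0601 and adjusted p = 0.0551), and with the dye effect in the fit 9 fell and 1 rose.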

Surprisingly, the largest group of genes whose expression in STMN1^-/- ^MEFs differed from that in WT MEFs was the group encoding motor proteins. We found differential expression of 13 kinesin genes and 5 genes encoding dynein light or intermediate chains. 

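Of 35 kinesin genes measured, 5 rose in STMN1-/- MEFs, 9 fell and 21 did not pass the test, or 6 and 12 adjusted over the list alone. Apart from Kif21b and Kif26b, Kif26a rose 2.31 fold (log2 ratio 1.21, SE 0.08, adjusted p = 0.00148). By its dimmer probe A_51_P476150 it rose 1.38 fold (log2 ratio 0.46, SE 0.11, adjusted p = 0.0412). Kif1a, an axonal transporter of synaptic vesicle precursors, rose 1.77 fold (log2 ratio 0.82, SE 0.07, adjusted p = 0.00279). Kif21a, a relative of Kif21b, was 1.74 fold lower (log2 ratio -0.80, SE 0.07, adjusted p = 0.00255), and the mitotic kinesin Kif15 was 1.45 fold lower (log2 ratio -0.54, SE 0.06, adjusted p = 0.00617). Kif4, Kif11 and Kif22, which act in mitosis, were lower by 1.27, 1.24 and 1.19 fold, with adjusted p of 0.0254, 0.0438 and 0.0413. The kinesin mean was 0.02 and the median -0.05, with no shift against other genes (camera, direction down, adjusted p = 0.321). Of 23 dynein and dynactin genes, Dnal4, a light chain, rose 1.26 fold (log2 ratio 0.34, SE 0.07, adjusted p = 0.0240), Dync1i1, an intermediate chain, was 1.29 fold lower (log2 ratio -0.36, SE 0.07, adjusted p = 0.0273) and 21 did not pass the test, with the same counts adjusted over the list alone (camera, adjusted p = 0.627). Cell cycle and mitosis genes, a list that holds Kif11, moved with the mitotic kinesins: 22 of 44 fell, or 30 adjusted over the list alone, and 0 rose by limma, where 32 had an unadjusted p under 0.05 (camera, adjusted p = 2.41e-10, and adjusted p = 0.106 with an estimated correlation). Without 1 array, 4 kinesins rose and 3 fell, 0 dyneins were called by limma, with adjusted p of 0.0604 to 0.103 for Dync1i1 and 0.0678 to 0.0931 for Dnal4, and 6 to 9 cell cycle genes fell; Kif4, Kif11 and Kif22 then had adjusted p of 0.0525 to 0.145. With the dye effect in the fit, 6 kinesins rose and 13 fell, 5 dyneins and dynactins rose and 3 fell, and 33 cell cycle genes fell. Of the same lists, normexp and loess left fewer calls: 3 kinesins rose and 3 fell and 17 cell cycle genes fell. Kif26a, Kif21a and Kif15 then had log2 ratios of 0.33, -0.18 and -0.31 (adjusted p of 0.0618 to 0.111), and Dnal4 and Dync1i1 adjusted p of 0.0838 and 0.172.

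**Figure D3:**
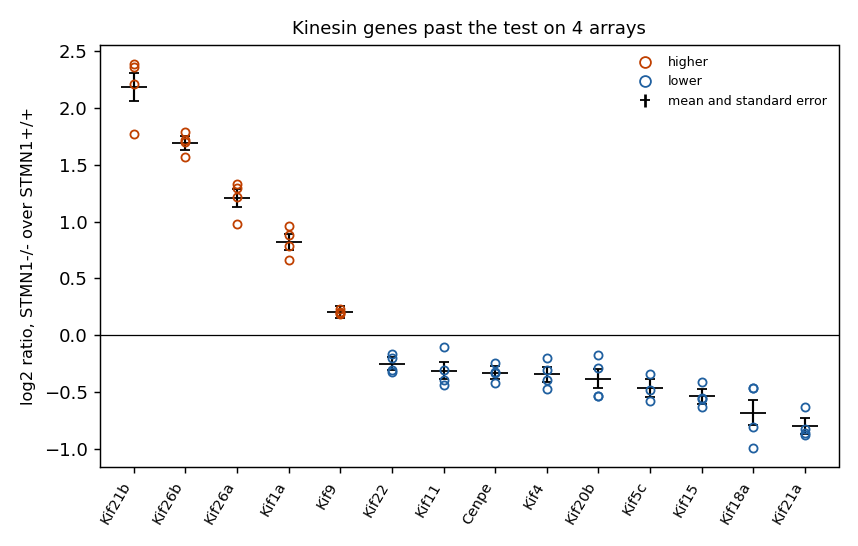
Log2 ratio of STMN1-/- over STMN1+/+ MEFs (y axis) for the 14 kinesin genes past the test, from the highest to the lowest (x axis). Open circles are single arrays, 3 for Kif5c and 4 for each other gene, and bars the mean with its SE; 5 genes lie above 0 and 9 below 0.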

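Kif21b, a motor of neuronal dendrites, had the largest change among the kinesins measured, 4.54 fold higher in STMN1-/- MEFs (log2 ratio 2.18, SE 0.12, adjusted p = 0.00102) by probe A_52_P282500, with mean signals of 11764 and 2590. A dimmer probe, A_52_P614303, was 3.87 fold higher (log2 ratio 1.95, SE 0.10, adjusted p = 0.000808), while probe A_52_P355222, well above background on 1 array in each genotype, had a log2 ratio of 0.30 (SE 0.20, adjusted p = 0.331). Kif26b was 3.24 fold higher by probe A_51_P179258 (log2 ratio 1.69, SE 0.06, adjusted p = 0.000675), and 2.97 to 3.45 fold higher on single arrays. Its probe A_51_P483454 had a log2 ratio of -0.32 (SE 0.49, adjusted p = 0.677), with 3 of 4 arrays higher.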

Two kinesins, Kif 21b and Kif26b showed > 3 fold up-regulation in STMN1^-/- ^MEFs. These two kinesins have not been well studied and it is unclear what the consequences of their up regulation may be.

**Table 2:** MT Regulators and Associated Protein Profiles

**Functional Class**	**Common Name**	**Gene Name**	**Fold Change**
***MT Polymerization Regulators***			

	EB2	mapre2	1.20
	MAP1A	mtap1	1.47
	MAP1B	mtap1b	1.27
	MAP2	mtap2	-1.63
*Stabilizers/Assembly Promoters*	MAP4	mtap4	1.24
	CLASP1	Clasp1	-1.19
	MACF2/BPAG1	Dst	-1.29
	STOP	mtap6	-1.16
	YB-1	Ybx1	-1.24
	Dia2	Diap2	-1.19

	RHAMM	Hmmr	-1.57
*Mitosis-specific stabilizers*	TACC3	Tacc3	-1.17
	TPX2	Tpx2	-1.29

	SCG10	stmn2	-2.44
*Destabilizers/Disassembly Promoters*	RB3	stmn4	2.26
	Kif2A	Kif2a	-1.22
	Kif18A	Kif18a	-1.62

***MT Severing Proteins***			

	Katanin p60	katnal2	-1.37
	Fidgetin	Fign	-1.92

***MT Nucleators***			

	gamma-tubulin 2	Tubg2	1.27
	GCP3	Tubgcp3	-1.18

***MT-based Motors***			

	Kif11	Kif11	-1.24
	Kif15	Kif15	-1.45
	Kif18a	Kif18a	-1.62
	Kif1a	Kif1a	1.77
	Kif20a	Kif20a	-1.15
	Kif21a	Kif21a	-1.74
*Kinesins*	Kif21b	Kif21b	4.60
	Kif22	Kif22	-1.19
	Kif26a	Kif26a	2.32
	Kif26b	Kif26b	3.24
	Kif2a	Kif2a	-1.22
	Kif4	Kif4	-1.27
	Kif9	Kif9	1.15

	dynein axonemal LC4	Dnalc4	1.26
	cytoplasmic dynein 1 IC1	Dync1i1	-1.29
*Dyneins*	cytoplasmic dynein 1 LIC1	Dync1li1	-1.18
	cytoplasmic dynein 1 LIC2	Dync1li2	1.20
	dynein LC8-type2	Dynll2	-1.18

Magnitude and direction of gene expression changes found using microarray analysis. Gene names are in *M. musculus *format, fold changes are from microarray data.

### STMN1 loss impact categorized by KEGG Pathways and Gene Ontology

The analyses described above involved directed searches for genes encoding proteins functioning as part of the MT cytoskeleton. To expand our analysis and take advantage of the non-biased nature of microarrays, we performed pathway analysis on those genes showing a ≥ 2.0 fold change using the online resource KEGG Pathways (KEGG, Kyoto Encyclopedia of Genes & Genomes online resource, )[38] for *Mus musculus*. Top pathway hits include Focal Adhesion (18 genes), Extra-Cellular Matrix (ECM) Receptor Interactions (15 genes), Cell Communication (15 genes), and Regulation of Actin Cytoskeleton (12 genes) [see Additional file 4].

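All 18 focal adhesion genes of the study's pathway list were called in STMN1-/- MEFs, 13 higher and 5 lower, and 15 of them had a fold change of at least 2. Col5a3, a fibrillar collagen chain, rose 3.70 fold (log2 ratio 1.89, SE 0.06), and Itga11, the subunit of a collagen-binding integrin, 3.37 fold (log2 ratio 1.75, SE 0.07). Myl7, the atrial myosin light chain, fell 7.15 fold (log2 ratio -2.84, SE 0.10), and Itgb7, an integrin subunit of lymphocytes, 3.16 fold (log2 ratio -1.66, SE 0.06). Their adjusted p-values were 0.000603 to 0.000760. The focal adhesion list was shifted upward (camera, adjusted p = 0.00231, and adjusted p = 0.168 with an estimated correlation). Of 15 ECM-receptor genes measured, 12 rose and 3 fell, 13 of them at least 2 fold (camera, adjusted p = 6.19e-05, and adjusted p = 0.168 with an estimated correlation). Of the 15 cell communication genes, 9 rose and 6 fell, 11 of them at least 2 fold (camera, adjusted p = 0.230). Among the 12 actin cytoskeleton genes, 5 rose and 7 fell, 11 of them at least 2 fold (camera, adjusted p = 0.283); Fgf21, a secreted metabolic hormone, rose 2.94 fold (log2 ratio 1.56, SE 0.08). Adjusted over each list alone the counts were the same. Under normexp and loess, 9 focal adhesion genes rose and 3 fell, 9 ECM-receptor genes rose and 2 fell, 7 cell communication genes rose and 4 fell, and 3 actin cytoskeleton genes rose and 5 fell, while Itgb7 and Fgf21 did not pass the test (log2 ratios -0.75 and 0.49). The study chose these lists on these samples, so their counts and directions are not independent evidence.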

An alternate tool to KEGG Pathway analysis is the newly developed KEGG Spider [39]. KEGG Spider was used to better characterize the interconnectedness of the differentially expressed genes. The output from KEGG Spider includes enriched Gene Ontology (GO) categories based on an interconnection network algorithm that also provides p-value significance measures. GO characterization of 437 genes with fold changes ≥ 2.0 was performed within KEGG Spider with a p-value cutoff of 0.5, yielding 27 individual categories [see Additional file 5]. The most highly represented GO terms included cell adhesion and extracellular matrix, and the sum of all cell motility-related genes comprised about 50% of all GO terms represented (Figure 3).

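Small leucine-rich proteoglycans, which bind collagen fibrils, mostly rose in STMN1-/- MEFs: of 13 measured, 8 rose, 1 fell and 4 did not pass the test, with the same counts adjusted over the list alone. Lum, encoding lumican, was 5.66 fold higher (log2 ratio 2.50, SE 0.11), Aspn, encoding asporin, 4.07 fold (log2 ratio 2.03, SE 0.08) and Fmod, encoding fibromodulin, rose as well (log2 ratio 1.81, SE 0.07). The list was shifted upward (camera, adjusted p = 0.000222, and adjusted p = 0.168 with an estimated correlation). Of 48 laminins, thrombospondins, tenascins and other matrix glycoproteins, 26 rose and 7 fell, or 28 and 8 adjusted over the list alone; the microfibril gene Mfap4 rose 5.28 fold (log2 ratio 2.40, SE 0.07) and Postn, encoding periostin, 3.61 fold (log2 ratio 1.85, SE 0.06) (camera, adjusted p = 1.73e-05, and adjusted p = 0.247 with an estimated correlation). Of 39 collagens, 18 rose and 7 fell, or 24 and 8 adjusted over the list alone; Col24a1 rose 2.91 fold (log2 ratio 1.54, SE 0.09) and Col8a2 2.46 fold (log2 ratio 1.30, SE 0.07) (camera, adjusted p = 0.00231, and adjusted p = 0.168 with an estimated correlation). Among 36 metalloproteinases, ADAMTS proteases and TIMPs, 13 rose and 5 fell, or 16 and 5 adjusted over the list alone, with Adamts16 3.69 fold higher (log2 ratio 1.88, SE 0.08), although its STMN1+/+ signal was well above background on 1 array and normexp with loess gave a log2 ratio of 0.46 (adjusted p = 0.0632), and Adamts15 3.48 fold higher (log2 ratio 1.80, SE 0.12) (camera, adjusted p = 0.00231, and adjusted p = 0.226 with an estimated correlation).

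Adhesion receptors went both ways. Of 22 integrins, 6 rose, 4 fell and 12 did not pass the test, or 7 and 6 adjusted over the list alone (camera, adjusted p = 0.613); Itga8 rose 2.04 fold (log2 ratio 1.03, SE 0.08) and Itgb3 1.79 fold (log2 ratio 0.84, SE 0.05). Of 18 cadherins and catenins, 7 rose, 5 fell and 6 did not pass the test, with the same counts adjusted over the list alone; the epithelial cadherin gene Cdh1 was at least 10.6 fold lower and Cdh15, a muscle cadherin, rose 1.53 fold (log2 ratio 0.62, SE 0.06). Their mean log2 ratio was -0.12, their median 0.17 and the direction of the test up (camera, adjusted p = 0.613). Of 33 focal adhesion linkers and kinases, 5 rose, 7 fell and 21 did not pass the test, or 5 and 8 adjusted over the list alone, among them Zyx, encoding zyxin, 1.30 fold lower (log2 ratio -0.38, SE 0.05) (camera, adjusted p = 0.305). Without 1 array, 4 to 6 cadherins and catenins rose and 3 to 4 fell, 1 to 3 linkers rose and 1 to 5 fell, and 2 to 3 metalloproteinases and relatives fell; Zyx had an adjusted p of 0.0519 without replicate 4. With the dye effect in the fit, 6 linkers rose and 11 fell. Normexp with loess left fewer calls: 4 leucine-rich proteoglycans, 22 glycoproteins, 14 collagens, 7 metalloproteinases and relatives, 4 integrins, 2 cadherins and catenins and 2 linkers rose, and 0 by limma, 3, 3, 4, 3, 2 and 4 fell. Col24a1, Cdh1 and Cdh15 then did not pass the test (log2 ratios 0.84, -0.57 and 0.29).

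In the union of these 7 lists, 44 of 209 genes (21.1%) changed at least 2 fold, against 476 of 15561 other genes (3.06%), an odds ratio of 8.45 (95% interval 5.84 to 12.0; Fisher's exact test, two-sided, p = 2.48e-23). The excess was larger among genes at least 2 fold higher (odds ratio 12.2) than among those at least 2 fold lower (3.53). By list the odds ratio was 5.89 to 18.5, except for the focal adhesion linkers and kinases, of which 1 of 33 changed at least 2 fold (odds ratio 0.916, 95% interval 0.0225 to 5.51; Fisher's exact test, p = 1). A difference between the lists was not tested. At a fold change of at least 1.2 the odds ratio of the union was 4.04, and after normexp background correction and loess 19.5. Genes are not independent replicates, and some of them stand in the study's own pathway lists. Markers of epithelial cells and keratinocytes changed too, and mostly fell. A link to the matrix and adhesion lists was not tested. Of 26 measured, 21 fell, 1 rose and 4 did not pass the test, or 23 and 1 adjusted over the list alone (camera, adjusted p = 5.32e-12, and adjusted p = 0.168 with an estimated correlation). After normexp and loess, 12 fell and 0 rose by limma. The paper takes the changes in adhesion and ECM transcripts to point beyond assembly of the MT cytoskeleton, and leaves open whether they follow from altered MT assembly dynamics.

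**Figure D4:**
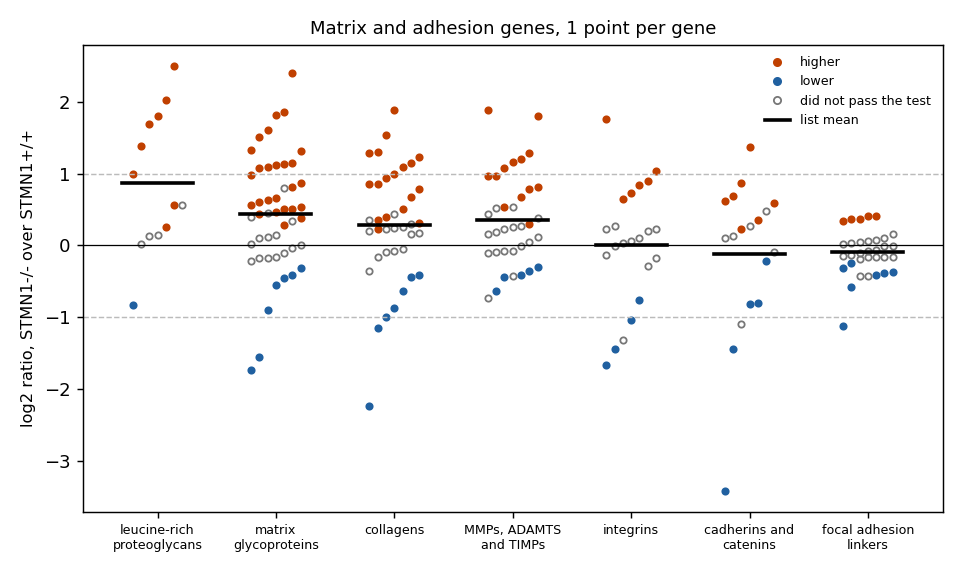
Log2 ratio of STMN1-/- over STMN1+/+ MEFs (y axis) for each measured gene of the 7 matrix and adhesion lists (x axis). Filled points passed the test, open points did not, black lines are list means and dashed lines mark a fold change of 2; the list means run from -0.12 for cadherins and catenins to 0.86 for the leucine-rich proteoglycans.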

**Figure 3:**
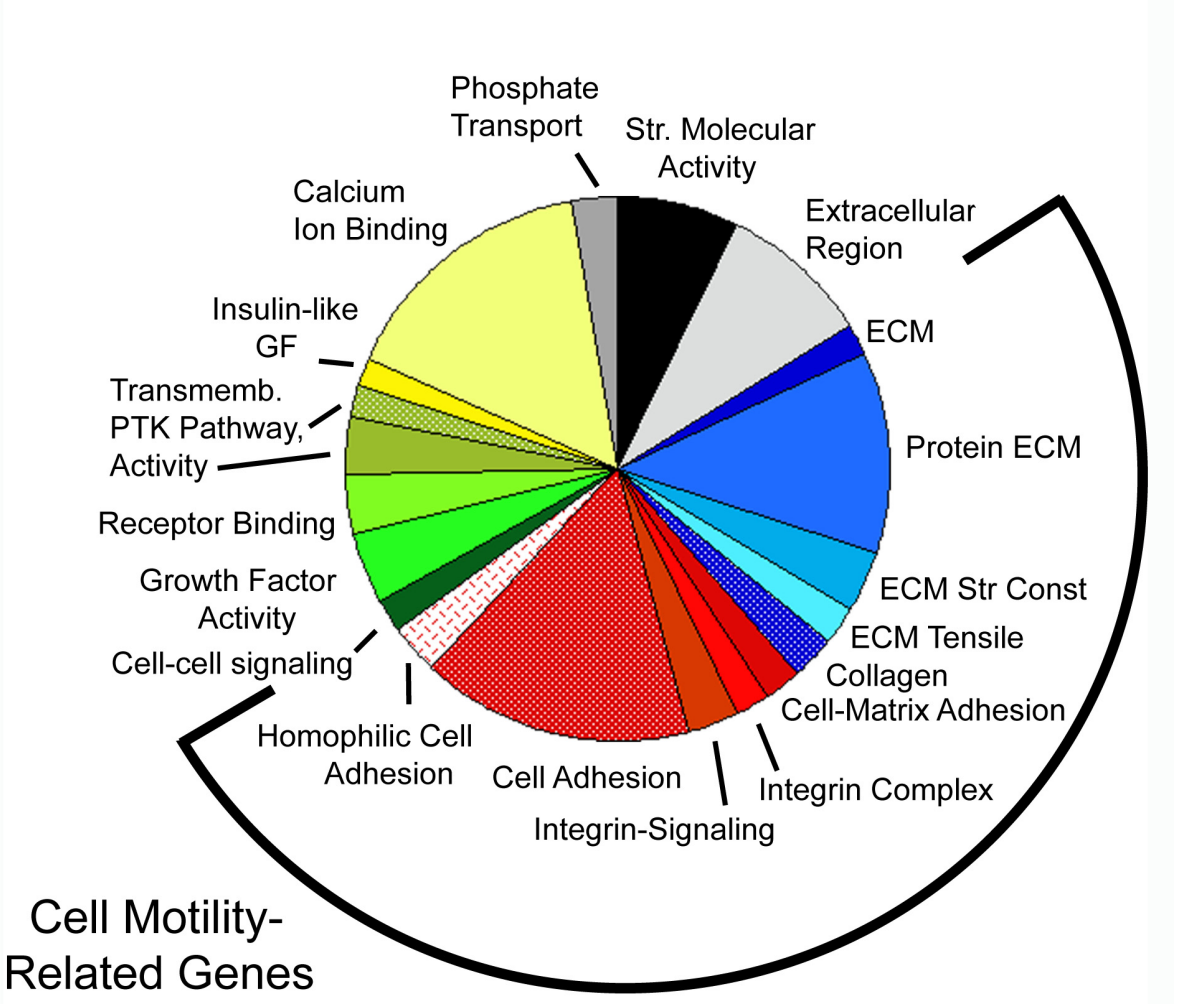
**GO terms of microarray genes differentially regulated by ≥ 2-fold with p-values < 0.5 using KEGG Spider**. Expression data are from microarray analysis of transcripts showing ≥ 2-fold expression change with p-values < 0.5 and grouped into GO terms using KEGG Spider. The pie chart illustrates the ECM-related proteins in shades of blue, adhesion-related proteins in shades of red, signaling-factors in shades of green, and others in shades of gray. 50% of all GO terms identified can be broadly grouped into cell motility-related genes. For a list of differentially expressed genes and corresponding GO Terms, see [Additional file 5].

Given the changes to genes implicated in cell adhesion and cell motility, we used a pathway specific (Mouse Extracellular Matrix and Adhesion Molecules PCR Array) RT-PCR kit to further confirm the microarray results. Relative transcript levels in STMN1^+/+ ^and STMN1^-/- ^MEFs were measured for 84 focal adhesion and ECM mRNAs. Data that met a fold change threshold of ≥ 1.2 and p-value of < 0.5 in the PCR array were considered significant for comparison to microarray data (Figure 4). 

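Of the 21 genes of Table 3, 20 were measured on the arrays, and 13 of these had the direction that the paper reports for qRT-PCR (65%), while 7 had the opposite direction (exact binomial test, two-sided, p = 0.263). Mmp11, a matrix metalloproteinase, was 1.95 fold higher in STMN1-/- MEFs on the arrays (log2 ratio 0.96, SE 0.06, adjusted p = 0.00131). Adamts2, which processes procollagen, was 2.31 fold higher (log2 ratio 1.21, SE 0.06, adjusted p = 0.000819). Itga3, a laminin-binding integrin subunit, was 2.05 fold lower by its brightest probe (log2 ratio -1.04, SE 0.06, adjusted p = 0.000959). Its probe A_51_P515056 was lower too (log2 ratio -1.33, adjusted p = 0.00402), while probe A_51_P230405 did not change (log2 ratio -0.002, adjusted p = 0.985). By their brightest probes, Mmp11, Adamts2 and Itga3 each had the direction of the qRT-PCR. Adamts5, an aggrecan-cleaving protease, was 1.33 fold lower (log2 ratio -0.41, SE 0.06, adjusted p = 0.00907) and Cdh4 1.73 fold lower (log2 ratio -0.79, SE 0.14, adjusted p = 0.0187), each against it, and without 1 array Cdh4 had an adjusted p of up to 0.0747. In all, 6 of the 20 genes rose, 7 fell and 7 did not pass the test, or 6 and 9 adjusted over the list alone, which is not independent evidence because the study chose the list on these samples (camera, adjusted p = 0.682). Of the 13 that passed, 8 had the qRT-PCR direction. Without 1 array, 4 to 5 of the genes fell, and after normexp background correction and loess 5 rose and 3 fell, with an adjusted p of 0.0561 for Cdh4. With the tubulin and stathmin genes of Table 1, 19 of 27 genes had the qRT-PCR direction (exact binomial test, p = 0.0522), 20 (p = 0.0192) without replicate 1 or replicate 2, after normexp background correction or after scaling between arrays, and 15 (p = 0.134) over the genes in the authors' deposited values.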

There were 15 differentially regulated genes that matched in the direction (up or down) of fold change, while 6 genes were oppositely regulated compared to the microarray (Table 3). The majority (71%) of mRNAs for cell adhesion and ECM were up or down regulated in the same direction (up or down) for both microarray and qRT-PCR, providing general support for the microarray results. 

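On the arrays, Ctnnb1, which encodes the adhesion and Wnt signalling protein β-catenin, had a log2 ratio of 0.13 (SE 0.10, adjusted p = 0.418) by probe A_52_P424585, higher in STMN1-/- MEFs on 2 of 4 arrays, and its other probes, A_51_P272046 and A_52_P472397, had log2 ratios of 0.15 and 0.06 (adjusted p = 0.223 and adjusted p = 0.647). Selp, which encodes the endothelial and platelet adhesion receptor P-selectin, was 1.63 fold lower on 4 of 4 arrays (log2 ratio -0.70, SE 0.10, adjusted p = 0.0115), with mean signals of 287 and 468. A dimmer Selp probe, A_52_P57843, was well above background only in STMN1+/+ MEFs and there on 2 arrays, and was at least 2.50 fold lower. After normexp background correction and loess Selp had a log2 ratio of -0.18 and did not pass the test.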

The most extreme differentially expressed entities in STMN1^-/- ^compared to STMN1^+/+ ^measured by the qRT-PCR array were catenin β 1 (Ctnnb1) which was down-regulated 4.6 fold in support of enhanced migration, and P-Selectin (Selp) which was up-regulated by 7.3 fold.

**Figure 4:**
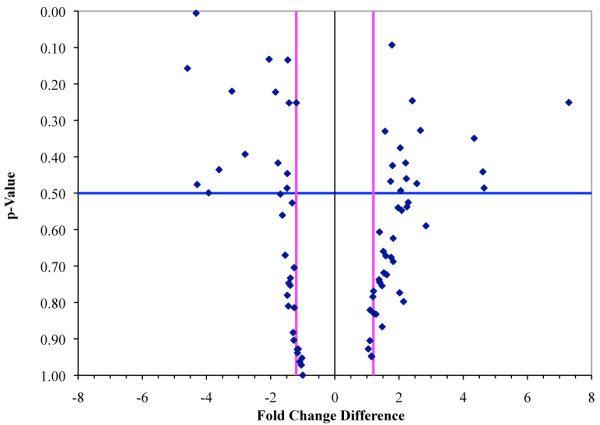
**Expression changes in STMN^-/- ^MEFs for genes encoding focal adhesion and ECM related pathways measured by qRT-PCR**. The fold change threshold of mRNAs representing focal adhesion & ECM related genes in STMN^-/- ^versus STMN1^+/+ ^was set to ≥1.2 (vertical pink lines) with p-value of 0.5 (horizontal blue line). All genes falling into either the upper left (significantly down regulated) or upper right (significantly up regulated) quadrants were used for comparison to microarray data.

**Table 3:** Comparison of microarray and qRT-PCR measurements for genes encoding focal adhesion and ECM components

**Symbol**	**Microarray**	**RT-PCR Array**
Ctnnb1	-0.90	-4.59
Itgb2	-1.10	-4.32
Spock1	-0.89	-3.61
Adamts1	-0.47	-3.21
Mmp10	-1.27	-2.80
Itgav	-1.33	-1.85
Entpd1	-1.45	-1.77
Itga3	-2.05	-1.47
Itgb4	-1.69	-1.20
Ctnna1	1.96	1.78
Mmp11	1.95	2.04
Col6a1	1.92	2.21
Adamts2	3.34	2.67
Cdh3	1.62	4.34
Selp	1.65	7.29
Thbs1	1.26	-2.05
Postn	3.61	-1.43
Mmp14	-0.66	1.56
Sgce	-0.92	1.80
Cdh4	-1.36	2.42
Adamts5	-1.33	4.61

The qRT-PCR measurements were made from a commercial 96-well plate format. Data for qRT-PCR is shown as the mean of duplicate assays. The top 15 entries show mRNAs with matching directionality of expression fold change between RT-PCR and microarray. The last 6 entries list MRNAs in which expression fold change measured by RT-PCR is in the opposite direction of the microarray data.

## Discussion

Stathmin is an integral protein involved in control of MT polymer level during interphase of the cell cycle [26,37,40]. Many cancers express high levels of stathmin (e.g. [1]) and increased stathmin level is correlated with reduced patient survival [2,3,10,41,42]. Cancer cells over-expressing stathmin protein display invasive and metastatic behaviors [17], and alternative stathmin binding partners have recently been revealed [16,18]. These roles for stathmin in regulation of the MT cytoskeleton and cell motility, and stathmin's as yet undefined role(s) in cancer, led us to use microarray technologies as an unbiased screen for transcriptome level changes due to genetic knockout of the STMN1 gene to provide clues to stathmin function beyond the MT cytoskeleton.

### Loss of STMN1 is Correlated with Expression Changes to Genes Encoding Proteins Functioning in Cell Motility Pathways

Several recent studies have indicated a role for stathmin in regulation of cell motility [15-18]. Here, we show that genetic knockout of STMN1 has transcriptome level impact on genes broadly classified in cell motility pathways, including integrins, ECM components, and cell adhesion (Figure 3), which comprised 50% of all GO categories derived from our microarray data. Additionally, qRT-PCR using a pathway specific array gave strong supporting evidence of cell adhesion and ECM protein transcript changes as a result of STMN1 loss (Table 3). Of the 15 differentially regulated genes that match results from the 4 microarray replicates, 4 integrins are represented, thus linking changes in STMN1 expression to change in focal adhesion proteins that also link to the actin cytoskeleton. Although we cannot predict whether the measured changes in gene expression would promote or inhibit cell migration, our data point to a role for stathmin in regulating the expression level of a wide range of proteins required for cell adhesion and locomotion. These data indicate that STMN1 knockout has consequences beyond simply regulating assembly of the MT cytoskeleton by regulating the expression level of a cohort of proteins required for cell motility. Whether these expression changes are a downstream consequence of altered MT assembly dynamics is not known.

### Loss of STMN1 impacts the MT system

Cells differing in STMN1 genotype expressed different mRNA levels for the stathmin related protein STMN4 (RB3), with STMN^-/- ^MEFs showing upregulation of STMN4, by either microarray or RT-PCR analysis. We cannot detect STMN4 expression in MEFs with antibodies currently available, indicating that STMN4 protein is likely present at a low level in these cells. We note that the expression of other MT destabilizers are reduced in STMN1^-/- ^MEFs, making it unlikely that cells compensate for loss of STMN1 through expression of STMN4 or other MT destabilizers (Table 2).

Several previous reports have also noted that stathmin family proteins are upregulated in STMN1 knockout mice. Liedtke *et al*. [19] demonstrated that STMN3 expression is higher in the brains of aged knock-out mice and Yoshie *et al*. [43] showed increased expression of STMN3 in the peri-implantation uteri of knockout mice. It is possible that STMN3 may compensate for loss of STMN1 in these tissues. We did not detect changes in STMN3 expression in STMN1^-/- ^MEFs, either by microarray or qRT-PCR, indicating that STMN3 does not compensate for STMN1 in these cells.

In addition to changing expression levels of STMN4, STMN1^-/- ^MEFs also expressed different levels of tubulin isotypes compared to wild-type cells (Figure 2). Tubulin isotype mRNA levels do not necessarily correspond to protein levels [33,34], as we also found in MEFs. For example, STMN1^-/- ^MEFs expressed higher levels of β-tubulin class III mRNA but lower levels of the corresponding protein (Figure 2). Alterations to β-tubulin protein isotype ratio, specifically the levels of classes II, III, and IV proteins, can impact rates of MT growth and shortening in vitro [31,44] although this is not always observed in cells [45]. Changes to β-tubulin isotype protein expression have also been linked to paclitaxel resistance in cancers [45,46] via increased MT dynamic instability. In MEFs, the amount of β-tubulin class II and III proteins fell dramatically with loss of STMN1 while class IV protein increased. Class II and IV form more stable MTs, while class III forms more dynamic MTs in vitro [31], and therefore, MEFs do not display a clear pattern of tubulin isotype up or down regulation to compensate for loss of stathmin.

## Conclusion

Our microarray and qRT-PCR results showed that deletion of both copies of the STMN1 gene resulted in changes to the expression level of many genes, including a large cohort of genes related to cell adhesion and motility. It is possible that stathmin depletion has additional, or different, consequences in those cells where it is expressed at higher levels than that in embryonic fibroblasts. Overall, our data support a role for STMN1 in cell migration and cross-talk between the MT and actin components of the cytoskeleton [47], as suggested by Baldassarre et al. [16] and Belletti et al. [17].

## Authors' contributions

DNR participated in experimental design, performed experiments and analyses; assembled tables and figures and drafted the manuscript. LC participated in experimental design, assembly of tables and figures and helped to draft the manuscript. All authors read and approved the final version of the manuscript.

## Authors' information

DNR is a graduate student in the Chemistry Department, Lehigh University. The manuscript describes a portion of her Ph.D. research project in LC's laboratory in Biological Sciences, Lehigh University.

## Supplementary Material

Additional file 1 **Primers designed for stathmin family and tubulin isotype qRT-PCR**. All primers were designed as described in Methods. Bold nucleotides represent exon junctions in mRNAs. Click here for file

Additional file 2 **Genes differentially expressed in STMN1^-/- ^MEFs compared to STMN1^+/+ ^MEFs**. Differentially expressed genes listed with accession numbers, gene symbols, and average fold change over quadruplicate microarrays with color-swap. Click here for file

Additional file 3 **Tubulin isotype mouse versus human nomenclature and antibody specificities**. Tubulin isotypes for α- and β-tubulins are listed with accession numbers, current gene name, old gene name, new classification scheme (Group for α-tubulin, Class for β-tubulins), C-terminal sequences of each, and antibodies that recognize those sequences if known. Click here for file

Additional file 4 **KEGG Pathways represented by genes in Additional Table 1**. Data entered into the KEGG Pathways website  yielded a number of pathway hits. Shown here are the top 4 pathways and the genes represented in each. Click here for file

Additional file 5 **GO Terms represented by genes in Additional file **2. Data entered into KEGG Spider  used to generate the pie chart in Figure 3. Click here for file

# Supplementary material for: Gene expression profiles in mouse embryo fibroblasts lacking stathmin, a microtubule regulatory protein, reveal changes in the expression of genes contributing to cell motility
**Source:** BMC Genomics. 2009 Jul 30;10:343. doi: 10.1186/1471-2164-10-343
**Supplement:** Additional file 1 — Primers designed for stathmin family and tubulin isotype qRT-PCR. All primers were designed as described in Methods. Bold nucleotides represent exon junctions in mRNAs.

| Mouse Gene Specificity | Accession No. | Oligonucleotide Sequence |                                              | Amplicon Length, bp | Tm, °C |
|------------------------|---------------|--------------------------|----------------------------------------------|---------------------|--------|
| GAPDH                  | NM_008084     | Sense:                   | 5'-AGGTGGTGTGAACG <b>G</b> ATT-3'            | 80                  | 83     |
|                        |               | Antisense:               | 5'-AACAACTCTCCACTTTGCCACTG-3'                |                     |        |
| Op18-2/3               | NM_019641     | Sense:                   | 5'-GTTCGACATGGCATCTTCT <b>G</b> AT-3'        | 70                  | 81     |
|                        |               | Antisense:               | 5'-CTCAAAAGCCTGGCCTGAA-3'                    |                     |        |
| Op18-4/5               | NM_019641     | Sense:                   | 5'-AAG <b>G</b> ACAAGCACGTGGAAGAG-3'         | 74                  | 81     |
|                        |               | Antisense:               | 5'-TAGTCAGCCTCAGTCTCATCCG-3'                 |                     |        |
| $\alpha$ -Tb-1a        | NM_011653     | Sense:                   | 5'-T <b>G</b> CGTGAGTGCATCTCCAT-3'           | 60                  | 83     |
|                        |               | Antisense:               | 5'-ATTGCCGATCTGGACACCA-3'                    |                     |        |
| $\alpha$ -Tb-1b        | NM_011654     | Sense:                   | 5'-ATC <b>G</b> ATGAAGTTCGCACCG-3'           | 60                  | 83     |
|                        |               | Antisense:               | 5'-TGTGATGAGCTGCTCAGGATG-3'                  |                     |        |
| $\alpha$ -Tb-1c        | NM_009448     | Sense:                   | 5'-TCTTCAGTGAGACAGGAGCTGG-3'                 | 87                  | 84     |
|                        |               | Antisense:               | 5'-CGGTGCGAACTTCAT <b>T</b> C <b>G</b> AT-3' |                     |        |
| $\alpha$ -Tb-4a        | NM_009447     | Sense:                   | 5'-ATC <b>G</b> ATGAGATCCGAAATGGC-3'         | 77                  | 81     |
|                        |               | Antisense:               | 5'-GCTGCATCTTCTTTCCCAGTGA-3'                 |                     |        |
| $\alpha$ -Tb-3a        | NM_009446     | Sense:                   | 5'-CGGCAAAGAGATTGTCGACCT-3'                  | 52                  | 82     |
|                        |               | Antisense:               | 5'-ATCGG <b>CC</b> AGCTTTCGGATT-3'           |                     |        |
| $\alpha$ -Tb-3b        | NM_009449     | Sense:                   | 5'-TGCCCAGCTGGATTTAAG <b>G</b> TG-3'         | 102                 | 83     |
| $\alpha$ -Tb-8         | NM_017379     | Sense:                   | 5'-GCTGCCATCAAGACCAAGAGAA-3'                 | 76                  | 80     |
|                        |               | Antisense:               | 5'-GGTAGTTGATGCCACCT <b>T</b> TGAA-3'        |                     |        |
| $\alpha$ -Tb-13        | NM_001033879  | Sense:                   | 5'-GGCACCTGCTGATCATCAT <b>G</b> A-3'         | 64                  | 81     |
|                        |               | Antisense:               | 5'-ATCTGGACACCAGCTTGACCA-3'                  |                     |        |
| $\beta$ -Tb-I          | NM_011655     | Sense:                   | 5'-TCAGGTCCTTTTGCCAGAT-3'                    | 56                  | 80     |
|                        |               | Antisense:               | 5'-CCAGACTG <b>AC</b> CGAAAACGAAG-3'         |                     |        |
| $\beta$ -Tb-II         | NM_009450     | Sense:                   | 5'-AGATCGGCGCTAA <b>G</b> TTTTGG-3'          | 79                  | 82     |
|                        |               | Antisense:               | 5'-TCACTGTCGCCATGGTAACTG-3'                  |                     |        |
| $\beta$ -Tb-II         | NM_023716     | Sense:                   | 5'-CCAGATCGGTGCCAA <b>G</b> TTT-3'           | 87                  | 80     |
|                        |               | Antisense:               | 5'-TGCAAATCACTGTCTCCATGG-3'                  |                     |        |
| $\beta$ -Tb-III        | NM_023279     | Sense:                   | 5'-CCTGGAACCATGGACAGTGTT-3'                  | 85                  | 82     |
|                        |               | Antisense:               | 5'-CAGCA <b>CC</b> ACTCTGACCAAGA-3'          |                     |        |
| $\beta$ -Tb-IVa        | NM_009451     | Sense:                   | 5'-GCCCTTTTGCCAGATCTTTC-3'                   | 56                  | 80     |
|                        |               | Antisense:               | 5'-TGCTCCGATTG <b>AC</b> CAAATAC-3'          |                     |        |
| $\beta$ -Tb-IVb        | NM_146116     | Sense:                   | 5'-CACTTACCACGGAGATAGCGAC-3'                 | 67                  | 83     |
|                        |               | Antisense:               | 5'- <b>AC</b> CGGTGGCTTCGTTGTAGTA-3'         |                     |        |
| $\beta$ -Tb-V          | NM_026473     | Sense:                   | 5'-GGAACCAGATCGGTACCA <b>G</b> TT-3'         | 51                  | 80     |
|                        |               | Antisense:               | 5'-TGCCGTGCTCATCACTGAT-3'                    |                     |        |
| $\beta$ -Tb-VI         | NM_001080971  | Sense:                   | 5'-AACCAGATCGGAGCCA <b>G</b> TTC-3'          | 59                  | 82     |
|                        |               | Antisense:               | 5'-GCGCAGTCAATCCCATGTT-3'                    |                     |        |

# Supplementary material for: Gene expression profiles in mouse embryo fibroblasts lacking stathmin, a microtubule regulatory protein, reveal changes in the expression of genes contributing to cell motility
**Source:** BMC Genomics. 2009 Jul 30;10:343. doi: 10.1186/1471-2164-10-343
**Supplement:** Additional file 4 — KEGG Pathways represented by genes in Additional Table 1. Data entered into the KEGG Pathways website yielded a number of pathway hits. Shown here are the top 4 pathways and the genes represented in each.

**Additional Table 4 – KEGG Pathways represented by genes in Additional Table 1.**

**Focal adhesion**

- Itga9; integrin alpha 9
- Col2a1; collagen, type II, alpha 1
- Col3a1; collagen, type III, alpha 1
- Col1a1; collagen, type I, alpha 1
- Hgf; hepatocyte growth factor
- Itga3; integrin alpha 3
- Itga6; integrin alpha 6
- Itgb7; integrin beta 7
- Lama4; laminin, alpha 4
- Myl7; myosin, light polypeptide 7, regulatory
- Pdgfrb; platelet derived growth factor receptor, beta polypeptide
- Thbs2; thrombospondin 2
- Thbs4; thrombospondin 4
- Itga8; integrin alpha 8
- Itga11; integrin alpha 11
- Tnn; tenascin N
- Col5a3; collagen, type V, alpha 3
- Pik3cb; phosphatidylinositol 3-kinase, catalytic, beta polypeptide

**Cell Communication**

- Krt5; keratin 5
- Col17a1; collagen, type XVII, alpha 1
- Col2a1; collagen, type II, alpha 1
- Col3a1; collagen, type III, alpha 1
- Col1a1; collagen, type I, alpha 1
- Gjb2; gap junction protein, beta 2
- Gjb4; gap junction protein, beta 4
- Itga6; integrin alpha 6
- Krt17; keratin 17
- Krt19; keratin 19
- Lama4; laminin, alpha 4
- Thbs2; thrombospondin 2

- Thbs4; thrombospondin 4
- Tnn; tenascin N
- Col5a3; collagen, type V, alpha 3

**ECM-receptor interaction**

- Itga9; integrin alpha 9
- Col2a1; collagen, type II, alpha 1
- Col3a1; collagen, type III, alpha 1
- Col1a1; collagen, type I, alpha 1
- Itga3; integrin alpha 3
- Itga6; integrin alpha 6
- Itgb7; integrin beta 7
- Lama4; laminin, alpha 4
- Thbs2; thrombospondin 2
- Thbs4; thrombospondin 4
- Itga8; integrin alpha 8
- Itga11; integrin alpha 11
- Tnn; tenascin N
- Col5a3; collagen, type V, alpha 3
- Fndc1; fibronectin type III domain containing 1

**Regulation of actin cytoskeleton**

- Itga9; integrin alpha 9
- Fgf5; fibroblast growth factor 5
- Itga3; integrin alpha 3
- Itga6; integrin alpha 6
- Itgb7; integrin beta 7
- Myl7; myosin, light polypeptide 7, regulatory
- Pdgfrb; platelet derived growth factor receptor, beta polypeptide
- Itga8; integrin alpha 8
- Itga11; integrin alpha 11
- Fgf21; fibroblast growth factor 21
- Myh14; myosin, heavy polypeptide
- Pik3cb; phosphatidylinositol 3-kinase, catalytic, beta polypeptid

How the deposited data were processed for this re-analysis (not part of the article)

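The data are 4 Agilent 2-color arrays on which RNA from STMN1-/- and STMN1+/+ MEFs was hybridised together, with STMN1-/- RNA in Cy3 on replicates 1 and 2 and in Cy5 on replicates 3 and 4. Per the file headers, the authors made the intensity values with Agilent Feature Extraction 9.5.3.1, with spatial detrending of the background, dye normalization by LOWESS within each array and surrogate values for dim spots. The log10 values in the same deposited files are the ratio of Cy5 over Cy3 processed signals, made by the authors with the same program. The log2 values in the authors' deposited lists are the ratio of STMN1-/- over STMN1+/+ per array, made by the authors in GeneSpring GX 10.0.1 with no centring between arrays, and hold only the probes that the authors list, 7090 and 5991, of which 8 and 7 are controls; 899 of the latter, a list made at a fold of at least 1.2, had a mean fold under 1.2. Checked against the arrays, the deposited log2 values had a lowest correlation of 0.999954 with the ratios in the authors' first list.

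Of 45018 spots per array, 1486 were positive and 153 negative controls and were left out. Spots that Feature Extraction marked as outliers were left out, and spots of the same probe were averaged within an array. Of 41174 probes, 27759 were well above background in either channel on at least 1 of the 4 arrays and were kept, while 13415 were left out as dim. Another 35 of the kept probes had no usable spot, which left 27724 tested, 26607 of them measured on every array. Median log2 ratios were -0.01 to 0.00 per array. Probes were named through RefSeq accessions, symbols and synonyms, with 18052 of the kept probes named by accession, 2793 by sharing a name with such a probe, 1929 by current symbol, 1255 by synonym, 147 by gene ID and 709 by the name in the array file alone, while 2874 have no symbol. The arrays' coordinates are those of mouse build mm7. No genome sequence was used, so cross-matches of probes were not analysed here.

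Log2 ratios were tested against 0 with limma 3.58.1 in R 4.3.3 (moderated, two-sided, Benjamini-Hochberg adjusted over all tested probes, threshold 0.05), with data.table 1.17.8 and jsonlite 2.0.0. Figures were drawn with matplotlib 3.10.9, pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15. A gene with several probes, as 6333 genes have, is represented by the probe with the highest mean signal, and 16 genes had probes past the test in both directions. For 37 gene lists, camera with a preset correlation of 0.01 compared the members with all other genes, adjusted over the lists, and the p-values of the members were also adjusted over each list alone. The lists are the stathmin family, α-tubulins, β-tubulins, kinesins, dyneins and dynactins, MT stabilizers, MT destabilizers, MT nucleators, collagens, integrins, small leucine-rich proteoglycans, matrix glycoproteins, metalloproteinases with ADAMTS proteases and TIMPs, cadherins and catenins, and focal adhesion linkers. Further lists hold contractile, interferon-stimulated, amino acid response (ATF4), cell cycle, p53 and senescence, Hox and sex-linked genes, and markers of epithelial, neural, muscle, endothelial, macrophage, cartilage and bone, and adipocyte cells, the placental prolactins and the reference genes of the qRT-PCR. The remaining lists are the study's own: its 4 KEGG pathway lists and the genes of Tables 2 and 3. The interferon and ATF4 lists were written after Additional file 2 had been read. Over-representation was tested with Fisher's exact test, and direction against the qRT-PCR with an exact binomial test.

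Genes named in the text follow a rule set before the data were examined: the 10 largest changes each way among named probes that passed the test and turned the same way on every array, the genes of the paper's Tables 1 to 3 and all tubulins, up to 4 called members of each list, and Stmn1, the reference genes and the sex-linked genes. The paper's values in its tables and Additional file 2 had been seen when the rule was written, and genes outside it are marked as chosen after their values were seen. The alternatives, also set before the data were examined, were normexp background correction (offset 50) with loess, the log10 ratio column, median centring, scaling between arrays, no filter on dim probes, a filter for signals well above background on all 4 arrays, outlier spots kept, the dye effect as a second coefficient, either pairing of the dye-swapped arrays, the methods' t-test without and with a coefficient of variation under 50%, the authors' deposited values, each array left out in turn, the median over a gene's probes, an estimated correlation in camera, a fold of at least 1.2 for the matrix test, and windows of 10 Mb and the whole chromosome around Stmn1. A block for slide or scan was not possible, since all arrays share 1 slide and 1 scan. Tested on simulated data with 50 changed probes at each size among 26607, the pipeline recovered 0% at 1.2 fold, 14% at 1.5 fold, 58% at 2 fold and 88% at 4 fold, with 2 false calls among 82. The real arrays gave a far larger share of calls, 6176 of 27724 probes. The Benjamini-Hochberg cutoff depends on that share, so these rates do not measure the sensitivity of the main test. There Kif9, for example, passed at 1.15 fold.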

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

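The condition that counts of neural and glial, muscle and epithelial markers also hold without any 1 array was chosen after its result was seen, and no other test in this part was. Of 212 groups of 4 arrays examined, 5 held an array far from the others, and chance gives about 1 in 20 groups. The gap to the nearest other array, as a share of the whole range, was 0.932 for Itgb4 (log2 ratio -0.64 on replicate 3 against -0.79 to -0.78), 0.855 for Hoxd3 (0.71 on replicate 2 against 0.39 to 0.43), 0.949 for Emcn (0.76 on replicate 3 against 0.45 to 0.47) and 0.860 for Sox6 (-1.23 on replicate 1 against -0.94 to -0.89). For the mean of the qRT-PCR reference genes it was 0.850. Without 1 array, Hoxd3 had an adjusted p of 0.0421 to 0.0521.

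Gene groups outside those the paper discusses were shifted between the genotypes, with mean log2 ratios of 0.91 for interferon-stimulated genes, 0.67 for amino acid response (ATF4) genes, -0.30 for cell cycle and mitosis genes, -1.04 for epithelial and keratinocyte markers, -0.67 for neural and glial markers, -0.87 for adipocyte markers and -1.36 for the placental prolactin family. Under 18 other settings the mean ran from 0.43 to 0.93 for interferon-stimulated, 0.53 to 0.85 for ATF4 and -0.36 to -0.26 for cell cycle genes. It ran from -1.10 to -0.56 for epithelial, -0.80 to -0.33 for neural and -1.02 to -0.22 for adipocyte markers. For the prolactins it ran from -2.04 to -0.54. With a correlation estimated from the data, 0 of the 37 lists passed camera, where 15 passed at the preset correlation. The estimate was below the preset 0.01 for some of these lists, among them interferon-stimulated genes (-0.013) and collagens (-0.0003). For those lists a larger correlation was not the source of the lost calls. The estimate was above 0.01 for others, among them matrix glycoproteins (0.104) and ATF4 genes (0.100). The source was not tested.

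Interferon-stimulated genes were higher in STMN1-/- MEFs in both dye orientations, with mean log2 ratios of 0.92 and 0.90, which argues against a gene-specific dye bias as the source (the smaller mean was 0.90). Of the 42 genes measured, 14 stand in Additional file 2, read when the list was written, so the list is not independent of the study. An effect of the STMN1 deletion and a difference between the cell lines in culture history stay open, and neither was tested.

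Markers of other cell types moved in part together. For muscle cells, 6 markers fell while 12 rose. Without 1 array 4 to 5 fell and 6 to 8 rose, and after normexp and loess 3 fell and 4 rose. The list pools skeletal and cardiac markers. These counts argue against a common change in the share of both types as the whole source. A different share of either type alone stays open. For neural and glial cells, 2 markers rose, Tubb3 and, chosen after its values were seen, Isl1 (log2 ratio 1.56), while 16 fell, which meets the bound set before the data were examined, at least 2 markers each way, with no margin. Without any 1 array 1 marker rose, and it was not Tubb3. The log2 ratio of Tubb3 was then 0.29 to 0.33 (main value 0.30). Its adjusted p was 0.0605 to 0.0840, past the threshold, where fewer samples enter the test and the dye orientations are not balanced. After normexp and loess 1 rose, Tubb3 (log2 ratio 0.26, adjusted p = 0.0325), and 5 fell, so a different share of neural or glial cells stays open. For epithelial cells, 1 marker rose while 21 fell, 17 to 18 without 1 array, and after normexp and loess 12 fell and 0 rose by limma, so a different share of epithelial cells in the cultures is a candidate explanation and may hold. Against a single share stand unequal sizes among abundant markers, chosen after their values were seen: the log2 ratio was -0.12 for Sfn (signal of 55386 in STMN1+/+ MEFs), -0.25 for Krt18 (35056), -0.27 for Krt8 (18385), -1.29 for Krt19 (23198) and -2.17 for Lce1i (26708). Of the 26 markers, 11 stand in Additional file 2, and a direct change of these genes in fibroblasts stays open.

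Matrix and adhesion genes were over-represented among genes changed at least 2 fold, and against genes matched on mean signal the odds ratio was 10.2, with a lower 95% limit of 6.96. The excess was larger among genes at least 2 fold higher (odds ratio 12.2) than lower (3.53). For the focal adhesion linkers and kinases alone the odds ratio was 0.916 (95% interval 0.0225 to 5.51), too wide to tell, and a difference between the lists was not tested. Brightness of the probes is thereby argued against as the source. An effect of the STMN1 deletion, a different mixture of cells and differences between the cell lines stay open, since the arrays do not part genotype from cell line.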

How the results depend on the processing

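No test in this part was chosen after its result was seen. With normexp and loess, 987 probes were higher and 1145 lower (main values 3094 and 3082), 904 and 953 at least 1.2 fold, 68 and 51 at least 2 fold, and 67 named genes passed the test in place of 150. Without a filter on dim probes, 1967 were higher and 1871 lower, with the same counts at least 1.2 fold. With the dye effect as second coefficient, 5357 were higher and 5354 lower. By the methods' t-test, 1975 were higher and 1882 lower, 1644 and 1538 at least 1.2 fold, and with a coefficient of variation, as computed here, under 50%, 2024 and 1952, 1678 and 1580 at least 1.2 fold. Without 1 array, 1450 to 1647 were higher and 1338 to 1529 lower, with the same counts at least 1.2 fold. Fewer samples then enter the test, and the dye orientations are no longer balanced. With an estimated correlation 0 lists passed camera in place of 15. The direction of 20 genes in place of 19 was that of the qRT-PCR after normexp and loess and after scaling between arrays, and of 19 to 20 without 1 array. A dye effect was called for 0 probes by limma, with 8536 at an unadjusted p under 0.05, but for 2420 after normexp and loess and 3049 among probes well above background on all 4 arrays. With the authors' deposited values Clasp1 had a log2 ratio of -0.25, because they lack its brightest probe A_52_P402408 (0.02 here) and hold probe A_52_P255088, at -0.25 here as well. Normexp was run with an offset of 50 added to the signals, which by construction shrinks the ratios of dim probes. In examples chosen after their values were seen, the log2 ratio was 1.85 before and after for bright Postn. It went from 1.23 to 1.28 for bright Atf5, from 2.89 to 0.60 for dim Ccl11 and from -2.76 to -0.30 for dim Ager. How many lost calls the offset explains was not tested. The t-tests, the smaller samples and the estimated correlation also change the test by construction. Apart from these and Clasp1, the cause was not tested.

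The odds ratio of matrix and adhesion genes stayed past its threshold under every alternative run, from 4.04 to 19.5, and genes near Stmn1 did not pass under any. Of 189 named probes and genes, 101 kept their direction and side of the threshold after normexp and loess, 165 without a filter, 153 by the methods' t-test and 155 to 160 without 1 array. Signal over background limits the dim genes: 13415 probes were left out, and 928 and 524 tested probes have only an approximate "at least" value in STMN1-/- and STMN1+/+ MEFs. Each array holds both genotypes; with arrays also paired across the dye orientations, 3469 probes were higher and 3379 lower for arrays 1 with 3 and 2 with 4, and 3688 and 3603 for arrays 1 with 4 and 2 with 3. A block for slide or scan was not run, since all arrays share 1 slide and 1 scan.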

Differences from the paper's values

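No test in this part was chosen after its result was seen. In this part, "no difference" means that a value lay within a tolerance of the paper's value, not that it equals it. Thus 252 genes at least 2 fold lower here, against 168 in the paper, counted as no difference. The paper counts 5 dynein genes as changed, against 2 here. There was no difference when arrays 1 and 4 and arrays 2 and 3 were paired or with the authors' deposited values. Those values hold only probes past the authors' own test. The other alternatives set before the data were examined showed a difference. For Tubb2a the paper's Table 1 gives a fold change of 1.40, against 1.01 here, for Clasp1 its Table 2 gives -1.19, against 1.01, and for Dynll2 -1.18, against -1.09; of the alternatives, the authors' deposited values alone show no difference for these. Among probes that do not represent the gene here, Tubb2a was 1.40 fold higher by probe A_51_P490023, Clasp1 1.19 fold lower by A_52_P255088 and Dynll2 1.18 fold lower by A_51_P203878.

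In Table 3 the paper gives -0.90 for Ctnnb1, against 1.09 here, -0.47 for Adamts1, against -1.08, 1.96 for Ctnna1, against -1.17, 3.34 for Adamts2, against 2.31, 1.65 for Selp, against -1.63, -0.66 for Mmp14, against 1.60, and -0.92 for Sgce, against 1.09; none of the alternatives run removes these differences. For Ctnna2, Additional file 2 lists the value that Table 3 gives for Ctnna1, and Ctnna2 was 1.82 fold higher here. The paper's sizes under 1 cannot be fold changes as labelled. Taken as ratios, the values here are 0.916 for Ctnnb1, 0.624 for Mmp14 and 0.918 for Sgce as STMN1+/+ over STMN1-/-, but 1.08 for Adamts1, where the paper's size is 0.47. By probes that do not represent the gene here, Adamts2 was 3.31 fold higher (A_51_P164817), Thbs1 1.26 fold higher (A_52_P337092) and Cdh4 1.36 fold lower (A_51_P238455). For Thbs1 the paper gives 1.26, against 1.00 here. It was within the tolerance with the authors' deposited values, without replicate 4 or with the median over probes, and not otherwise. This is not equality: on replicates 1 to 3 its log2 ratios were 0.23, 0.20 and -0.16 by the probe that represents it here. For Cdh4 the paper gives -1.36, against -1.73. It was within the tolerance after normexp and loess, after scaling between arrays, without replicate 1 or replicate 2 or with the median over probes, and not otherwise.

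The paper's Additional file 2 gives 3.34 for Adamts2, against 2.31 here, and -4.42 for Prl2c3, against -6.08, with a difference under every alternative run, and 2.21 for Itga9, against 1.86, with no difference after scaling between arrays, without replicate 1 or replicate 2 or with the median over probes. By other probes, Prl2c3 was 4.41 fold lower (A_51_P312779) and Itga9 2.21 fold higher (A_51_P382970). Of its 437 genes, 406 were found here, 404 with the same direction and 395 also past the test. The others, chosen after their values were seen, are Pde2a, given as 2.63 by the paper, against a log2 ratio of -0.00 (adjusted p = 0.988), and Fgf11, given as 2.21 by the paper, against -0.07 (adjusted p = 0.647); by other probes Pde2a was 2.58 fold higher (A_51_P120024, adjusted p = 0.00411) and Fgf11 2.16 fold higher (A_52_P454815, adjusted p = 0.00959).

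The paper counts 7090 probes past its t-test, coefficient of variation and FDR, and that test with those thresholds gave 3976 here, with a coefficient of variation that cannot be the paper's, since it reaches 70.5% in the authors' list, while limma, a different test, gave 6176. The paper's text reports no change of MAP4, while its Table 2 lists the gene and probe A_51_P465445 rose here (log2 ratio 0.31, adjusted p = 0.0236). Genes of the paper's Table 2 that did not pass here are Mapre2, Map4, Clasp1, Map6, Ybx1, Diaph2, Tacc3, Kif2a, Kif20a, Dync1li1, Dync1li2 and Dynll2. With the authors' deposited values each of them is called, which the lists' making fixes: they hold only probes past the authors' own test, with p up to 0.0280 by the methods' t-test, so this is no independent support. Other probes of Map4, Clasp1, Map6, Ybx1, Diaph2, Kif2a and Dynll2 passed the test here in the paper's direction. The dye effect in the fit also calls Map4, Map6, Ybx1, Tacc3, Kif2a, Kif20a, Dync1li1 and Dync1li2, and keeping outlier spots calls Mapre2 and Kif2a. A filter for signals well above background on all 4 arrays, and pairing arrays 1 and 4 and arrays 2 and 3, each call Tacc3, Kif2a, Kif20a and Dync1li1. The log10 ratio column and scaling between arrays each call Tacc3 and Kif2a, normexp with loess calls Tacc3, and the median over probes calls Map6 and Kif2a.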

Other observations

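No test in this part was chosen after its result was seen. The lists of interferon-stimulated and amino acid response genes were written after Additional file 2, which holds fold changes of these arrays and 14 and 7 of their measured members, had been read, so their counts and p-values are not independent evidence. Interferon-stimulated genes rose in STMN1-/- MEFs: of 42 measured, 38 rose, 2 fell and 2 did not pass the test, with the same counts adjusted over the list alone (camera, adjusted p = 4.05e-17, and adjusted p = 0.0725 with an estimated correlation). Iigp1, an interferon-induced GTPase, was at least 5.82 fold higher, Oasl2 4.44 fold (log2 ratio 2.15, SE 0.08) and Ifit1 4.36 fold (log2 ratio 2.12, SE 0.10), each on 4 of 4 arrays, although the STMN1+/+ signal of Ifit1 was well above background on 1 array and after normexp and loess its log2 ratio was 0.48 (adjusted p = 0.0624). Without 1 array 26 to 32 rose and 0 fell by limma, and after normexp and loess 14 rose, with Iigp1 and Oasl2 not past the test (log2 ratios 0.55 and 0.85, adjusted p = 0.0561 and adjusted p = 0.0573). Of 27 amino acid response genes, 18 rose and 0 fell by limma, or 22 and 0 adjusted over the list alone, with 22 at an unadjusted p under 0.05 (camera, adjusted p = 1.02e-10, and adjusted p = 0.168 with an estimated correlation). Trib3, a pseudokinase of the stress response, rose 3.64 fold (log2 ratio 1.86, SE 0.09), Aldh1l2 2.63 fold (log2 ratio 1.40, SE 0.05) and the transcription factor gene Atf5 2.34 fold (log2 ratio 1.23, SE 0.05). After normexp and loess 17 amino acid response genes rose. Among cell cycle genes, Rrm2, a subunit of ribonucleotide reductase, fell by 0.85 on the log2 scale (SE 0.08) and Ccnd1, encoding cyclin D1, by 0.62 (SE 0.05).

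Of 6 placental prolactins, 4 fell and 2 did not pass the test, with the same counts adjusted over the list alone; Prl2c5 was 5.08 fold lower (log2 ratio -2.34, SE 0.08) (camera, adjusted p = 0.00145, and adjusted p = 0.226 with an estimated correlation). Of 12 adipocyte markers, 7 fell, 1 rose and 4 did not pass the test, or 9 and 2 adjusted over the list alone; Cfd, encoding adipsin, was at least 9.24 fold lower and the fatty acid transporter gene Cd36 2.68 fold (camera, adjusted p = 0.00485, and adjusted p = 0.168 with an estimated correlation), and without 1 array 4 to 7 fell. After normexp and loess 1 prolactin and 2 adipocyte markers fell, and Cfd, Cd36 and Sox2 did not pass the test (adjusted p = 0.0922, adjusted p = 0.0640 and adjusted p = 0.0832). The transcription factor gene Sox2 was at least 3.64 fold lower and the cornified envelope gene Lce1g 6.01 fold lower (log2 ratio -2.59, SE 0.05).

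Of 37 Hox genes, 9 rose and 6 fell, or 11 and 7 adjusted over the list alone (camera, adjusted p = 0.321), with Hoxb13 4.06 fold higher (log2 ratio 2.02, SE 0.08), and without 1 array 5 to 6 rose and 2 to 3 fell. Of 22 p53 targets and senescence genes, 7 rose and 5 fell, with the same counts adjusted over the list alone (mean log2 ratio 0.03, median -0.03, camera direction up, adjusted p = 0.652), with Igfbp3 2.74 fold higher, and without 1 array 3 to 4 rose and 2 to 3 fell. Of 18 contractile genes, 3 rose and 2 fell, or 4 and 2 adjusted over the list alone (mean -0.01, median 0.02, camera direction up, adjusted p = 0.611), with Ankrd1 2.58 fold lower on the 3 arrays with a value; without 1 array 1 rose, and with the dye effect in the fit 6 rose and 3 fell. Of 30 muscle markers, 12 rose and 6 fell, or 13 and 7 adjusted over the list alone (mean -0.11, median 0.12, camera direction up, adjusted p = 0.283), with Myh2 2.23 fold higher, and without 1 array 6 to 8 rose. After normexp and loess 2 Hox genes rose and 1 fell, 5 p53 targets and senescence genes rose and 5 fell, 1 contractile gene rose and 2 fell, and 4 muscle markers rose and 3 fell, with Myh2 not past the test (adjusted p = 0.0668).

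Of 15 endothelial markers, 5 rose and 4 fell, or 5 and 7 adjusted over the list alone (camera, adjusted p = 0.659), with Flt1 1.98 fold higher. Of 19 macrophage and blood cell markers, 5 rose and 3 fell, or 7 and 5 adjusted over the list alone (mean 0.07, median -0.05, camera direction up, adjusted p = 0.884), and without 1 array 1 to 2 fell. Of 17 cartilage and bone markers, 3 rose and 7 fell, with the same counts adjusted over the list alone (camera, adjusted p = 0.291), with Hapln1 at least 2.27 fold lower, and without 1 array 2 rose and 3 to 4 fell. After normexp and loess 1 endothelial marker rose and 1 fell, 1 macrophage and blood cell marker rose and 3 fell, and 1 cartilage and bone marker rose, with Hapln1 not past the test (adjusted p = 0.141). Of the sex-linked genes measured, Xist had a log2 ratio of 0.30 (SE 0.07, adjusted p = 0.0343; 0.0773 to 0.113 without 1 array) and Zfy1 of -0.19 (SE 0.10, adjusted p = 0.224), and the list was not shifted (camera, adjusted p = 0.764).

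Of 5 reference genes of the qRT-PCR, 3 fell and 2 did not pass the test, with the same counts adjusted over the list alone (camera, adjusted p = 0.0378, and adjusted p = 0.226 with an estimated correlation). The log2 ratio was -0.52 for Gapdh (SE 0.06, adjusted p = 0.00641) by probe A_52_P589321, which was named through its gene ID, is dim (signals of 261 and 375) and was not shown to measure Gapdh, -0.41 for Actb (SE 0.06, adjusted p = 0.0130), -0.41 for Hprt (SE 0.08, adjusted p = 0.0275), -0.09 for Gusb (SE 0.06, adjusted p = 0.353) and -0.03 for Hsp90ab1 (SE 0.07, adjusted p = 0.772). Without 1 array 1 to 2 fell, with adjusted p of 0.0387 to 0.0622 for Actb and 0.0589 to 0.101 for Hprt, and after normexp and loess Gapdh did not pass the test (log2 ratio -0.15).

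Variants linked to the targeted allele were a hypothesis for some of the changes. Within 20 Mb of Stmn1, 120 of 497 genes changed (24.1%), against 3832 of 15108 elsewhere (25.4%), an odds ratio of 0.937 with an upper 95% limit of 1.16 (Fisher's exact test, p = 0.564), which argues against an excess over this window as a whole. Within 10 Mb, 82 of 274 genes changed (29.9%), against 25.2% elsewhere, an odds ratio of 1.26 with an upper 95% limit of 1.65 (Fisher's exact test, p = 0.0799), so an excess closer to the gene stays open.

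Of the 8 ways to assign signs to the 4 arrays, 1, the real one, called 6176 probes, and the highest of the others called 0; so few ways cannot give a share under 0.05.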
